# A systems biology approach toward understanding seed composition in soybean

**DOI:** 10.1186/1471-2164-16-S3-S9

**Published:** 2015-01-29

**Authors:** Ling Li, Manhoi Hur, Joon-Yong Lee, Wenxu Zhou, Zhihong Song, Nick Ransom, Cumhur Yusuf Demirkale, Dan Nettleton, Mark Westgate, Zebulun Arendsee, Vidya Iyer, Jackie Shanks, Basil Nikolau, Eve Syrkin Wurtele

**Keywords:** *Glycine max*, Evans, seed development, seed composition, transcriptomics, metabolomics, metabolic flux, PMR, MetNet

## Abstract

**Background:**

The molecular, biochemical, and genetic mechanisms that regulate the complex metabolic network of soybean seed development determine the ultimate balance of protein, lipid, and carbohydrate stored in the mature seed. Many of the genes and metabolites that participate in seed metabolism are unknown or poorly defined; even more remains to be understood about the regulation of their metabolic networks. A global omics analysis can provide insights into the regulation of seed metabolism, even without a priori assumptions about the structure of these networks.

**Results:**

With the future goal of predictive biology in mind, we have combined metabolomics, transcriptomics, and metabolic flux technologies to reveal the global developmental and metabolic networks that determine the structure and composition of the mature soybean seed. We have coupled this global approach with interactive bioinformatics and statistical analyses to gain insights into the biochemical programs that determine soybean seed composition. For this purpose, we used **P**lant/Eukaryotic and Microbial **M**etabolomics Systems **R**esource (PMR, http://www.metnetdb.org/pmr, a platform that incorporates metabolomics data to develop hypotheses concerning the organization and regulation of metabolic networks, and MetNet systems biology tools http://www.metnetdb.org for plant omics data, a framework to enable interactive visualization of metabolic and regulatory networks.

**Conclusions:**

This combination of high-throughput experimental data and bioinformatics analyses has revealed sets of specific genes, genetic perturbations and mechanisms, and metabolic changes that are associated with the developmental variation in soybean seed composition. Researchers can explore these metabolomics and transcriptomics data interactively at PMR.

## Background

As the propagule that ensures the dissemination of plants, seeds also support human activity as one of the major products of agriculture. Both of these functions are contingent on biochemical storage reserves that are deposited within the seed during its development. Despite the vast taxonomic variation in the organ and tissue structures that are used to store these reserves, chemically they fall into three general categories: proteins, oils and carbohydrates [1]. In addition to being a major source of food, animal feed, and industrial feedstocks, these seed reserves are the primary source of carbon, nitrogen, sulfur, and energy required for seed germination and establishment of the growing seedling. During germination prior to the seedling becoming photoautotrophic, seed reserves are mobilized and their catabolism provides the emerging seedling with energy and biochemical precursors needed for growth [2,3].

There is considerable taxonomic variation in the relative ratios of seed reserves. The genetic basis for these taxonomic differences in seed composition is unclear. In each species, however, oil, carbohydrate and protein reserves are biosynthesized by the programmed expression of a metabolic network during seed development. This metabolic network converts imported photosynthetically-derived carbon (usually in the form of sucrose) and imported nitrogen (usually as amino acids) into the final proportion of protein, oil and carbohydrate [3-5].

On average, most commercial lines of soybean grown in the Midwestern states of the US are composed of 40% protein, 20% oil, 15% soluble carbohydrate, and 15% fiber [6]. Soybean seeds provide about 27% of the world's supply of oils and about 44% of the world's supply of proteins [7]. As with other plant species, soybean seeds undergo a developmentally-programmed switch in metabolism to a "seed fill" mode, such that by maturity the embryo within the seed has accumulated the three major classes of reserves. There is considerable knowledge concerning the basic biochemical processes by which imported carbon and nitrogen are converted to the final products, protein, oil and carbohydrate. A great deal remains to be learned, however, concerning the molecular, biochemical and genetic mechanisms that regulate these complex metabolic networks.

Recent developments in omics have started to provide the catalogue of genes/metabolites that are required for seed development. Analyses of mRNA abundance during seed development, maturation, and beyond are providing clues as to the global gene expression that determines final seed structure and composition in Arabidopsis [8-12], *Medicago truncatula *[13-15], *Brassica napus *[16,17], rice [18,19], barley [20], and soybean [21]. The final chemical composition of a seed is a consequence of gene expression during its development. However, this provides only a partial picture. Most genetically, developmentally, or environmentally induced alterations in biology are ultimately manifested as changes in the concentration of metabolites. Metabolomics thus can provide snapshots of the chemical composition of biological tissues over time that indicate how changes in mRNA accumulation might impact metabolism, and reveal alterations of metabolism that might result from genetic or environmental perturbations. Technological advances in metabolomics have greatly enhanced sensitivity and resolution, making it an important tool for functional genomics [22-25]. Metabolite profiling, extensively used in the design of pharmaceuticals (e.g., [26-30]), is thus providing a powerful approach to addressing plant biology [31-39]. Recently, transcriptomics and metabolomics data have been obtained to identify major developmental and metabolic transitions during soybean *var. Williams 82 *embryo development [21]. Metabolic flux mapping enables identification of the critical metabolic pathways in quasi-steady-state conditions such as seed fill [40-47], and has been applied to understand the metabolism of soybean filling [46], the effect of temperature on soybean composition [45], and the impact of light in seed fill [48].

Here, we have coupled developmental profiles of mRNA abundance with metabolomics analysis and metabolic flux within the embryo to gain insights into these integration and expression of the biochemical program that controls soybean seed development and its regulatory networks. To explore the data, and to enable others to do the same, we have deposited the transcriptomics and metabolomics data for developing soybean seeds in the public platform, PMR (**P**lant/Eukaryotic and Microbial **M**etabolomics Systems **R**esource, http://www.metnetdb.org/pmr[37]. These platforms, integrated the MetNet computational tool suite http://metnetdb.org/[38,49,50], were combined with targeted statistical analyses. The software empowers researchers to use metabolomics data and transcriptomics data of developing soybean seeds to develop hypotheses concerning the organization and regulation of metabolic networks. The combined use of these tools provides novel insights into the structure and regulation of the network that supports soybean seed development.

## Results and discussion

### Systems biology approach

Many current models of biological networks are based solely on transcript accumulation data [51], which cannot give a complete picture of cellular metabolism [52]. Thus, combined analysis of omics datasets is essential [37,53], and software is being developed to address these "big data" analyses [37]. In this study, we integrated metabolomics, transcriptomics and metabolic flux analyses to better understand the metabolic and regulatory programs that control soybean seed composition. Targeted statistical methods in R [54], combined with the MetNet systems biology platform http://www.metnetdb.org[38,49,50], were used for data analyses.

Specifically, to empower the use of soybean metabolomics and transcriptomics data in the development of hypotheses concerning the organization and regulation of metabolic networks, we modified **P**lant/Eukaryotic and Microbial **M**etabolomics Systems **R**esource (PMR: http://www.metnetdb.org/pmr[37] by incorporating soybean gene annotations from SoyBase http://www.soybase.org/[55]. Additional functional annotations of the 37,593 *Glycine max *probes were deduced via sequence homology with Arabidopsis genome annotations (TAIR10).

PMR, an interactive public database with associated analysis tools, is designed for data exploration and hypothesis formulation by researchers. In order to achieve the high power computations required for analyses of omics data, we utilize the emerging database system, NoSQL [37], which accelerates retrieval of large data from databases. Because PMR is based on a NoSQL environment [37], co-analysis of correlations with associated false discovery rate (FDR) values is quick and efficient even in big datasets such as transcriptomics data. These co-analyses can be visualized and used to postulate the genes/metabolites that may be involved in particular metabolic processes and these postulates can then be experimentally tested.

Pathways consist of a large number of entities (e.g., genes, proteins, protein complexes, enzymes, transcripts, and metabolites) and interactions among these entities. The pathways in MetNetDB are classified into different categories and visualized online http://metnetonline.org/browse_class.php. To identify over-represented pathways associated with the entities-list (e.g., differentially expressed genes in a sample), MetNet/PMR provides an "Over-representation Search" function, which ranks known metabolic pathways by the statistical significance (using Fisher's exact test) [56].

### Evans seed development

The development of embryos into seeds is marked by large metabolic conversions as imported photosynthate and amino acid precursors are converted to protein, oil and polysaccharide seed reserves. The timing of this developmental program is genetically predetermined and influenced substantially by environmental effects. In soybeans, this program is completed within 60 days after pollination. We used line Evans (PI 548.560), a high-yielding commercial variety previously grown in the Northern US market, to investigate the expression and accumulation profiles during this developmental timeline. Pods of a similar length containing three homogenous seeds were harvested from field-grown plants at five time points from 25 to 50 days after flowering (DAF), and seeds were placed directly into liquid N_2_. Figure 1A shows the typical morphology of the harvested pods and two of the enclosed seeds at the times of harvest. By 20 DAF, pods had reached their mature lengths and the seeds were undergoing filling (Figures 1A and 1B).

**Figure 1:**
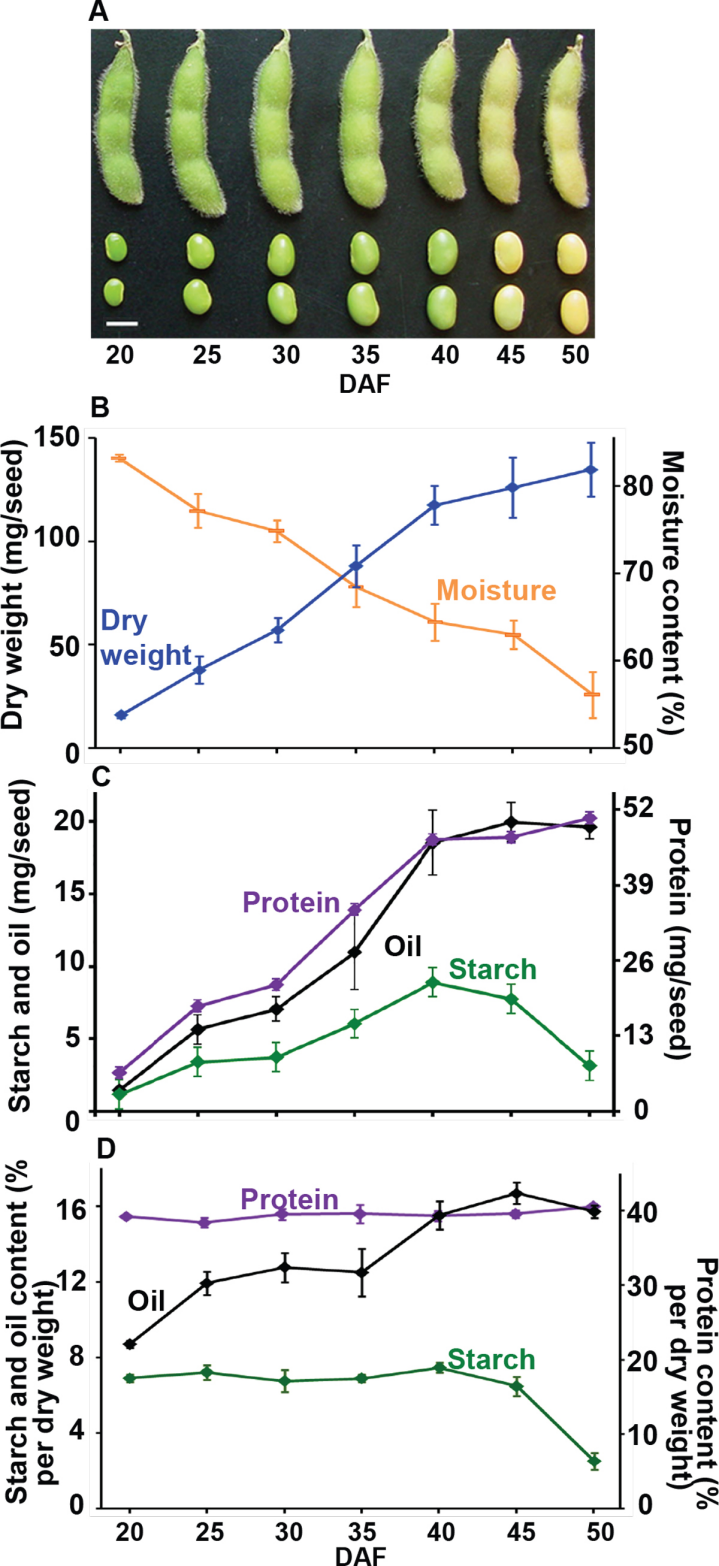
**Soybean seed development**. *Glycine max, var. Evans *plants were grown in the field and harvested at different time points from early seed fill to maturation. **A**. Pod and seed development. Bar = 1 cm. **B**. Dry weight and moisture content of seeds during development. Average ± SE, n = 3. **C**. Protein, oil and starch content (mg) per embryo during seed development. Protein, oil, and starch accumulation increases from 20 DAF and peaks at about 40 DAF. Starch content decreases rapidly after that; while protein and oil accumulation keeps stable. Average ± SE, n = 3. **D**. Protein, oil and starch content (% per dry weight) per embryo during seed development. Protein content is stable during seed development; oil accumulation increases from 20 DAF, and peaks at about 45 DAF; starch content is highest at the initial sampling times, and decreases rapidly after 45 DAF. Average ± SE, n = 3.

Seed filling involves increasing accumulation of protein and oil reserves, whereas starch levels decline (Figure 1C); concomitantly, these seeds gradually desiccate through this process (Figure 1B). Proportionately, oil content (% per dry weight) increases at the expense of starch content, but protein content (% per dry weight) stays relatively constant throughout this developmental program (Figure 1D). This general profile has also been reported in the oilseed Arabidopsis, which has little starch in the mature seed. However, analysis of the Arabidopsis starch-in-mature-seed *sse1 *mutant indicated that starch may be converted to oil in Arabidopsis seeds [57]. Interestingly, starch biosynthetic mutations did not increase the oil content in the *sse1 *background [58]. This suggested the decreased oil was not the result of increased carbon to starch in the *sse1 *mutant. Whether oil is generated directly from metabolism of starch in soybeans is not known, but the fact that the oil accumulation precedes the decline in starch content by >15 days (Figure 1D, 20-35 DAF) implies a more complex conversion process.

### Metabolomic determinations during seed development

To identify metabolic changes associated with seed development and storage product accumulation, metabolomic analysis was conducted on developing seeds harvested at 25, 30, 35, 45 and 50 DAF. A combination of targeted (free amino acids, esterified fatty acids, and sterols) and non-targeted profiling platforms resulted in about 400 analyte peaks, each representing one (or more) metabolic entities. Of these, 273 were above the detection limit of the analytical platforms for all replicates of at least one time point: 148 of these analytes were chemically defined (amino acids and amines (31), aromatics (7), esterified fatty acids (12), free fatty acids (12), organic acids (15), and sugars and derivatives (alcohols and acids: 41, sterols and tocopherols: 30)), and the remaining 125 are as yet unidentified.

Each metabolite's abundance data (natural log transformed and median centered) was used to identify which metabolites were differentially accumulated during seed development and q-values were calculated [59]. Interestingly, all metabolites had a q-value (FDR) < 0.17, and 173 of the metabolites had a q-value < 0.05 (Additional file 1: Table S1a). These analyses indicate that the relative abundances of the majority of the 273 metabolites varied significantly during seed development.

Metabolites were grouped together with similar patterns over seed development into five clusters (designated as Clusters M1-5, where M indicates it is a cluster of metabolites) (Figures 2A, B and Additional file 1: Table S1a). Each cluster showed distinguishing characteristics relative to the timing of the changes in abundance levels. In Cluster M1, metabolites steadily increased throughout seed development. Metabolites in Cluster M2 stayed at a steady basal level during early stages of seed fill, but increased around 40 to 50 DAF. Metabolite abundances in Cluster M3 peaked at 40 DAF. Metabolites in Cluster M4 reached a basal level by 45 DAF; metabolites in Cluster M5 decreased throughout seed fill.

**Figure 2:**
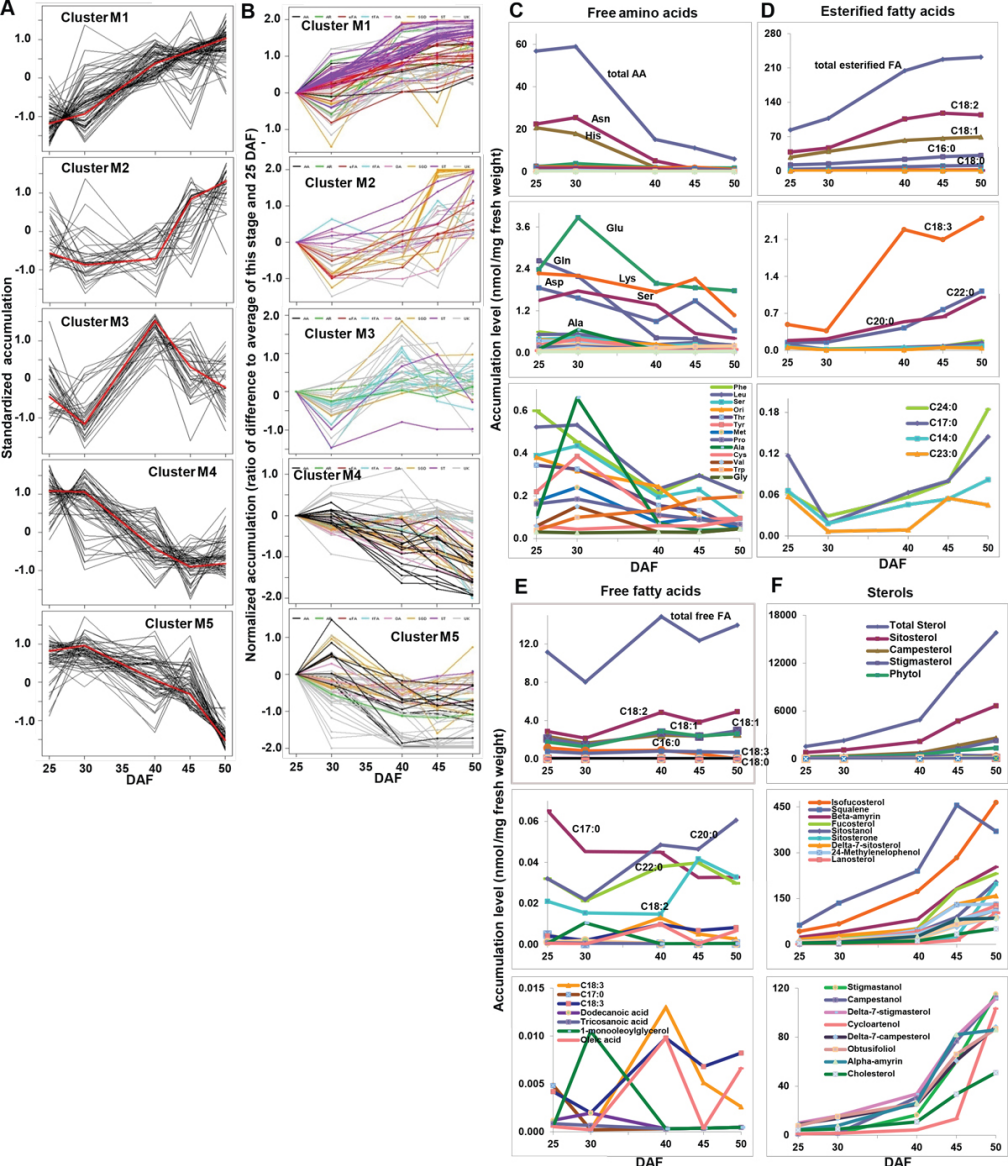
**Temporal accumulation patterns of metabolites in developing seeds**. *Glycine max, var. Evans *seeds harvested at five time points from early seed fill to maturation were analyzed by targeted and non-targeted metabolomics methods. The 273 metabolites fall into five clusters based on similar patterns of accumulation (K-medoids clustering). **A**. Standardized accumulation profiles of each cluster, with mean of 0 and standard deviation of 1; the medoid in each cluster is indicated with a red line. **B**. Clusters visualized by the ratio of difference of each stage and 25 DAF to the average of each stage and 25 DAF. Font colors-black: AA, amino acids and amines; green: AR, aromatics; red: eFA, esterified fatty acids; blue: fFA, free fatty acids; pink: OA, organic acids; orange: SGD, sugars and derivatives; purple: ST, sterols and tocopherols; grey: UK, unidentified. **C**. Temporal accumulation of free amino acids. **D**. Temporal accumulation patterns of esterified fatty acids. **E**. Temporal accumulation patterns of free fatty acids. **F**. Temporal accumulation patterns of sterols. Metabolites in **C**, **E**, and **F **were identified by targeted platforms. n = 6.

The metabolites from the eight chemical classes of metabolites are not distributed in each cluster in proportion to their distribution in the whole group (all p-values < 0.05, Table 1 right column). Further, the metabolites in amino acids and amines, esterified fatty acids, free fatty acids, and sterols are not evenly distributed in each cluster (p-value < 0.05, Table 1 bottom row). As indicated in Figure 2B and Table 1 free fatty acids, esterified fatty acids, aromatics, and sterols are mostly grouped in Clusters M1, M2 and M3, whereas free amino acids and the organic acids are predominantly in Clusters M4 and M5. Sugars and derivatives show a mixed pattern, some increasing and other decreasing over time. We interpret these data to reflect the differential roles of different classes of metabolites during seed development, revealing the differential timing of the complex metabolic network in the seed that supports establishment of mechanisms that will enable the ensuing seedling to thrive.

**Table 1:** Metabolites were grouped into five clusters according to accumulation pattern.

	No. of Metabolites									
	**Metabolite Class^a^**									

**In Group**	**AA**	**AR**	**eFA**	**fFA**	**OA**	**SGD**	**ST**	**UK**	**Total**	**P-Value^b^**

**Cluster M1**	3	4	9	1	2	9	23	29	80	**0.00001**

**Cluster M2**	15	0	0	2	7	10	0	27	61	**0.00005**

**Cluster M3**	0	0	3	1	3	11	4	14	36	**0.03600**

**Cluster M4**	0	2	0	7	0	2	2	22	35	**0.00005**

**Cluster M5**	13	1	0	1	3	9	1	33	61	**0.00707**

**All detected**	31	7	12	12	15	41	30	125	273	

**P-Value^c^**	**7.45E-07**	0.092	**3.99E-05**	**0.023**	0.070	0.185	**1.30E-12**	0.073	**2.30E-05**	

^a^Metabolite Class: AA = Amino acids and Amines, AR = Aromatics, eFA = esterified Fatty Acid, fFA = free Fatty Acid, OA = Organic Acid, SGD = Sugars and Derivatives (alcohols and acids), ST = Sterols and Tocopherols, UK = Unclassified or Unknown.

^b^P-value, determined by Chi-square test, indicates whether the metabolites from the eight metabolite classes are distributed in each cluster in proportion to their distribution in the whole group. Significant p-values (alpha ≤ 0.05) are shown in bold.

^c^P-value, determined by Chi-square test, indicates whether the metabolites in each metabolite class are evenly distributed in each cluster. Significant p-values (alpha ≤ 0.05) are shown in bold.

Total free amino acids decreased during seed development, and their relative ratio also changed (Figure 2C and Additional file 1: Table S1b). Of the 20 free amino acids identified by the targeted platform that had a decreasing pattern during seed development (Figure 2C), at the early stages of seed fill asparagine was the most abundant, followed by histidine, glutamine, glutamate, lysine, aspartate and serine. As seeds developed, the relative proportions of asparagine, histidine, and glutamine decreased, while the relative proportions of glutamate, lysine, and aspartate increased so that by 50 DAF glutamate, lysine, and aspartate were the most abundant free amino acids. The accumulation of some amino acids (including asparagine, glutamate, serine, isoleucine, tyrosine, methionine, proline, valine, and particularly alanine) peaked at 30 DAF, while lysine, aspartate, phenylalanine, leucine, isoleucine, and methionine had a small peak at 45 DAF. Tryptophan accumulation increased throughout seed development. The concentration of free asparagine was reported to be positively correlated with protein content in maturing soybean seeds [60]; the relative high abundance of asparagine may play an important role in protein accumulation in Evans seeds.

The twelve most abundant esterified fatty acids all increased during seed development (i.e., they were in Clusters M1-3; Figure 2D and Additional file 1: Table S1c). Linoleate (18:2) was the most abundant fatty acid, followed by oleate (18:1), palmitate (16:0), stearate (18:0), and linolenate (18:3); while tricosanoic acid (23:0) was the least abundant. There was little change in the relative abundances of the individual fatty acids (Additional file 1: Table S1c).

Free fatty acid accumulation generally increased across seed development. Of the 17 free fatty acids identified by the non-targeted platform, linoleate (18:2) was the most abundant, followed by oleate (18:1), linolenic acid (18:3), and octadecanoate (22:0) (Figure 2E and Additional file 1: Table S1d). The rank of relative percent of most fatty acids compared to total fatty acids was similar; however, the rank of linolenic acid (18:3) and heptadecanoic acid (17:0) decreased when seeds were maturing.

Twenty-two of the 30 sterols, including sitosterol, campesterol, stigmasterol, phytol, and isofucosterol, increased in abundance during seed development (Figure 2F and Additional file 1: Table S1e). The relative abundance of them to total sterols was almost unchanged during seed development.

### Transcriptomic changes during seed development

In parallel to the metabolomics experiments, aliquots of the seeds were subjected to transcriptomics profiling. 

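Whole seeds of the variety Evans were profiled on 10 Affymetrix Soybean arrays, 2 biological replicates at each of 5 time points. The days after flowering (DAF) in the sample annotation are 25, 30, 40, 45 and 50, whereas the results text gives 35 for the third time point, and 40 DAF is used here. The glycinin GY1, a storage protein, gave signals near the top of the range. Brought to a common array median, they were 83297 ± 20793 at 25 DAF and 101597 ± 16912 at 50 DAF (SD, n = 2). HPS, a hydrophobic protein deposited on the seed surface, gave 55592 ± 8681 at 25 DAF, 34924 ± 28644 at 45 DAF and 193 ± 69.2 at 50 DAF. The deposited values are MAS 5.0 signals on a linear scale, which are uncertain at low levels, and the table holds no detection calls. Array medians lay between 303.8 and 325.2 on the 8 arrays up to 45 DAF and were 220.8 and 222.8 at 50 DAF, while mean signals stayed between 1344.3 and 1425.5 on all 10. Means and SDs of signals are given after each array was brought to a median of 309.9. This raises the signals of the 50 DAF arrays relative to the earlier ones. Time points were compared on log2 signal relative to the array median with the moderated tests of limma, with the replicate number as a block. The 2 arrays at 45 DAF correlated at 0.8804, below the 0.9188 to 0.9271 between replicates at the other time points, and their median SD on the log2 scale was 0.4228 against 0.2266 to 0.264 elsewhere. The copy of Table S2a used holds part of the study's 2869 called transcripts, and its Arabidopsis loci gave gene lists that hold only transcripts the study called.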

RNA was isolated from seeds harvested at 25, 30, 35, 45 and 50 DAF, with two biological replicates at each time point. The levels of 37,593 transcripts represented by probes on the *Glycine max *Affymetrix chip were determined. The natural logarithm of the MAS 5.0 signal was median-centered and used as the measure of expression. The analysis focused on identifying those genes that are differentially expressed during seed development. 

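Transcripts of desiccation tolerance and of lipid mobilization were among the 10 largest rises between 25 and 50 DAF of probe sets with an informative gene symbol. SLE2, a late embryogenesis abundant (LEA) protein of the Em type on chromosome 3 of Glycine_max_v4.0 from 7747530 to 7748829, rose from 70.9 ± 6.71 to 81727 ± 2295 (SD, n = 2), a log2 change of 10.17 (limma's moderated test, adjusted p = 2.32e-05). MAT1, a dehydrin, rose by 9.02 on the log2 scale and the seed maturation protein PGMPM18 by 7.81. ICL1 and MS, the isocitrate lyase and malate synthase of the glyoxylate cycle, rose by 7.69 and 7.58, and by 5.01 and 6.69 with 50 added to each signal, since ICL1 starts at a low signal of 27.6 ± 35.2. Among cytosolic glutamine synthetases, GS1alpha rose from 76.4 ± 28.9 to 50594 ± 1508 while GS1-GAMMA fell from 3157 ± 988 to 15.6 ± 19.7. The phenylpropanoid and isoflavonoid enzymes 4CL1, CHI3A1 and IFR1 fell, with log2 changes of -8.26, -8.27 and -8.26, and so did the lipoxygenase LOX9 with -8.01. The overall F-test of limma called 9009 of the 37593 probe sets at an adjusted p under 0.01. That count was 5168 without replicate 1 and 4699 without replicate 2 of 25 DAF, 5863 without replicate 2 of 30 DAF, and 1613 without replicate 1 and 2802 without replicate 2 of 50 DAF. At an unadjusted p under 0.01, 12546 were called, and without a trend of the prior variance with signal 8713 were, of which 0 had an adjusted p under 0.01. Of the 20 deepest falls, 10 for 50 against 25 DAF and 10 for 50 against 45 DAF, 16 ended at mean signals under 50, so their sizes are uncertain. The same probe sets of 4CL1, HPS, GS1-GAMMA, IFR1 and LOC100816355 stand in both comparisons and are counted in each.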

Levels of transcripts represented by 6,389 of the 37,593 probes varied among the different time points (p-value < 0.01); 2,869 of these were differentially expressed over seed development when significance was defined as q-value < 0.01.

These 2,869 probes that were significantly differentially expressed were grouped into eight clusters according to their expression patterns during seed development (designated as Clusters T1-8, where T indicates it is a cluster of transcripts) (Figure 3 and Additional file 2: Table S2a).

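Some light-harvesting and seed maturation transcripts shifted before the end of the time course, between 30 and 40 DAF. In that interval SLE2 rose by 6.34 on the log2 scale (limma, adjusted p = 0.00403), 8 of 37 probe sets of seed maturation proteins rose (27 when adjusted over the list alone) and 8 of 9 of the light-harvesting and photosystem list, which holds only transcripts the study called, fell. Of 20 photosynthesis probe sets found by symbol 5 fell and none rose (camera, adjusted p = 2.47e-06, adjusted p = 0.261 with an estimated correlation). The oil body protein of locus AT5G40420, an oleosin, stood at 1391 ± 410.4 at 30 DAF and 13702 ± 293 at 40 DAF (SD, n = 2). SCB1, a BURP protein of the seed coat, stood at 17271 ± 1783 at 25 DAF and 111 ± 20.8 at 40 DAF. SSTP-1, a subtilisin-type protease, stood at 42803 ± 137 and 1226 ± 89.3 at the same ages and fell further by 50 DAF. Partitioning around medoids placed the probe sets called over time in 8 clusters of 2004, 1656, 1352, 1302, 1185, 844, 334 and 332. The medoids of 4 clusters, with 4992 probe sets, were highest at 50 DAF, those of 3 clusters, with 3685, were lowest there, and 1 cluster of 332 had another shape. From 30 to 40 DAF 255 probe sets rose and 181 fell. Without the variance trend limma called 0 in that interval (4762 at an unadjusted p under 0.05), and with 50 added to each signal 828. From 40 to 45 DAF limma called 0 (1096 at an unadjusted p under 0.05, and without the variance trend 0 with 1371). The 436 calls from 30 to 40 DAF became 0 without replicate 2 of 40 DAF, 131 without its replicate 1, 12 without replicate 2 and 164 without replicate 1 of 30 DAF, 91 without either replicate of 25 DAF, 255 without either of 50 DAF and 2447 without either of 45 DAF. From 40 to 45 DAF, 1194 were called without replicate 1 of 45 DAF and 1 without replicate 2 of 40 DAF.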

**Figure 3:**
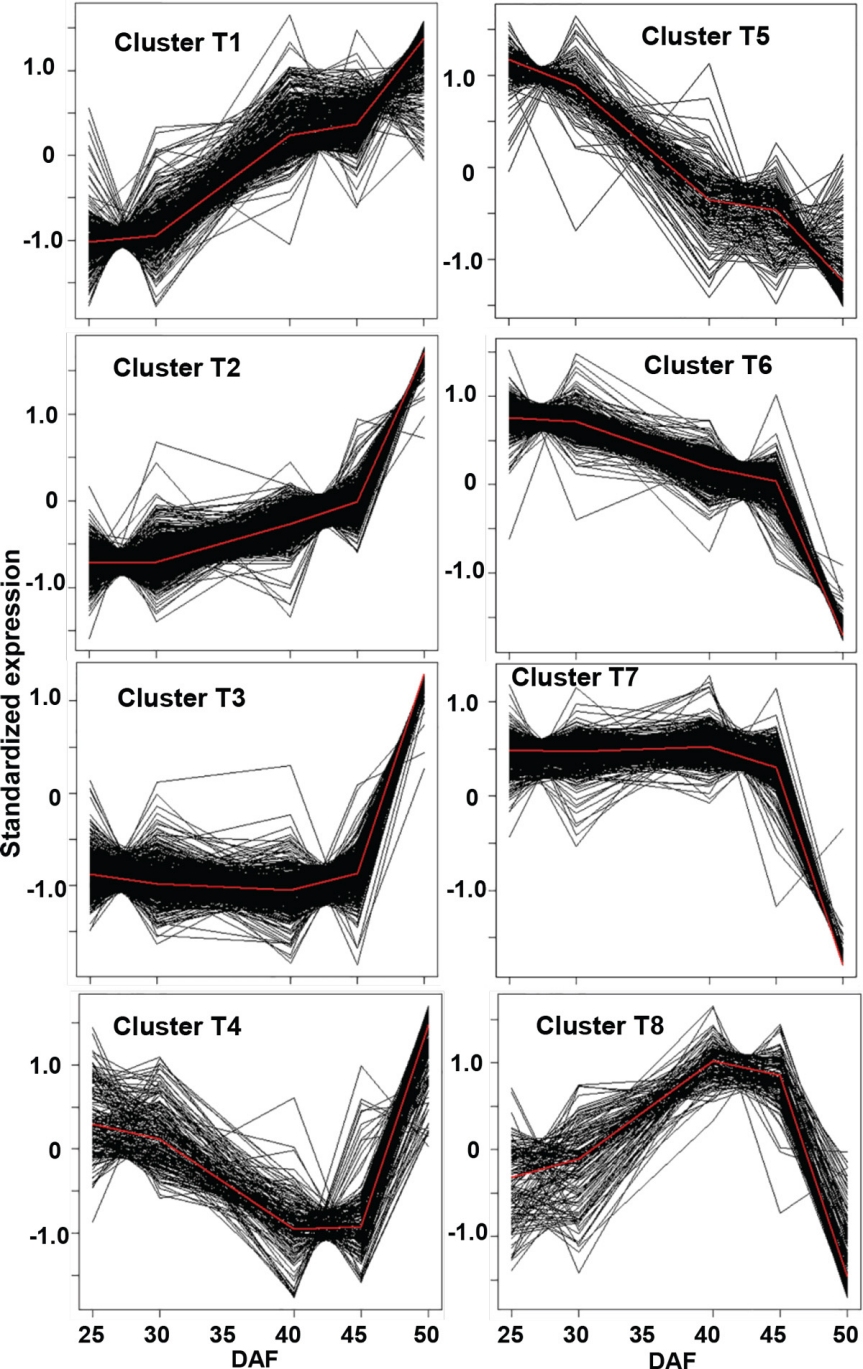
**Temporal patterns of differentially expressed genes in developing seeds**. *Glycine max, var. Evans *seeds harvested at five time points from early seed fill to maturation were analyzed by Affymetrix microarray. 2,869 of the represented genes were differentially expressed across five time points. The genes fall into 8 clusters based on similar patterns of expression (K-medoids clustering). Genes involved in starch and fatty acid synthesis are grouped in "decreasing" clusters; genes involved in starch degradation and fatty acid β-oxidation are grouped in "increasing" clusters. In addition to the genes encoding metabolic functions, clusters all contained genes of unknown function, including regulatory genes such as putative transcription factors.

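Transcripts of ACCB-2 and LOC548028 of early fatty acid synthesis fell from 25 to 50 DAF, while those of a beta-oxidation list filled from the study's calls rose. ACCB-2, a biotin carboxyl carrier protein of acetyl-CoA carboxylase, fell from 3638 ± 74.3 at 25 DAF to 216 ± 13.7 at 50 DAF (SD, n = 2), and LOC548028, a ketoacyl-ACP synthase of locus AT5G46290, fell from 3216 ± 296 to 188 ± 40.1. Of 13 probe sets of fatty acid synthesis found by gene symbol, 9 were lower at 50 than at 25 DAF and 2 were higher, both of them probe sets of the acyl-ACP thioesterase FAT1 (0 higher after quantile normalization and 1 as deposited), and all 3 found by locus were lower. All 6 probe sets of the starch synthesis list were lower, 3 of GBSSIa and 3 of SS, which is a sucrose synthase, and the counts of these lists were the same when adjusted over the list alone. GBSSIa, the granule-bound starch synthase on chromosome 10 of Glycine_max_v4.0 from 40687514 to 40692568, changed by -4.14 in log2 at its most abundant probe set (limma, adjusted p = 8.8e-05). All 8 of the beta-oxidation list were higher, among them a peroxisomal ABC transporter of locus AT4G39850 with 3.46. Of the probe sets that entered the clusters, all 5 of starch synthesis and 6 of 7 of fatty acid synthesis by symbol lay in clusters lowest at 50 DAF, whereas all 6 of beta-oxidation and 3 of 4 of starch degradation lay in clusters highest there. The starch synthesis list as a whole was lower in camera (adjusted p = 0.000265, and 0.171 with an estimated correlation), as was fatty acid synthesis by symbol (0.00224 and 0.334) and by locus (0.0032 and 0.171), and beta-oxidation was higher (0.000175 and 0.171). Beta-oxidation and the 3 found by locus hold only transcripts the study called, so their directions are no independent evidence.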

The 2,869 differentially expressed soybean transcripts were mapped to 2,451 Arabidopsis locus IDs and had 2,430 orthologous unique Arabidopsis locus IDs that provide functional annotation data (Additional file 2: Table S2a); Gene Ontology (GO) functional categorization of cellular component, biological process and molecular function http://www.arabidopsis.org/tools/bulk/go/index.jsp provides a very rough indication of the constitution of each cluster according to the GO of the matched Arabidopsis locus IDs (Additional file 2: Table S2b). Metabolic processes rank high in each cluster, followed by stress responses and developmental processes.

MetNet AtGeneSearch http://www.metnetdb.org/MetNet_atGeneSearch.htm indicated that among the 2,451 differentially expressed genes, several pathways were represented and fell into one of four categories: biosynthesis, respiration and related energetics, signaling transduction and degradation or assimilation. Particularly, represented pathways were: 1) biosynthesis of carbohydrates (sucrose and starch), lipids (fatty acid biosynthesis and elongation, linoleate and sterol synthesis), and amino acids; 2) respiration, specifically, glycolysis and the TCA cycle; 3) regulatory and signaling pathways including the AGRIS regulatory network, jasmonate (JA) biosynthesis, IAA/ethylene/gibberellin acid signaling, and regulation of gibberellin metabolism/ethylene signaling; 4) catabolism of sucrose and some amino acids (e.g., phenylalanine, glutamate, and valine) (Additional file 2: Table S2c1).

MetNet's "Over-representation Search" http://metnetonline.org/searchpathway.php identifies over-represented pathways using Fisher's exact test given a user-supplied list of genes. The linoleate biosynthesis, chlorophyllide a biosynthesis, fatty acid β-oxidation, gibberellic acid biosynthesis, and 4-aminobutyrate degradation pathways are each over-represented from among all the 2,451 differentially expressed genes (Fisher's exact test p-value < 0.05) (Figure 4A and Additional file 2: Table S2c2).

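Individual desaturases that make linoleate and linolenate moved in opposite directions. FAD3B, a microsomal omega-3 desaturase, fell from 5026 ± 374 at 25 DAF to 1391 ± 86.1 at 50 DAF (SD, n = 2), and the plastidial FAD8.2 fell at 2 of its 3 probe sets, with log2 changes of -1.63 and -1.38. FAD7-2, also plastidial, rose from 142 ± 46.2 to 1524 ± 275 (limma, adjusted p = 0.00054). The seed-specific oleate desaturase FAD2-1A, at 45883 ± 8172 at 25 DAF, did not pass the test (log2 change -0.39; limma, adjusted p = 0.24). Of 7 probe sets of the desaturation list, 1 was higher and 3 lower, also when adjusted over the list alone (limma's camera, adjusted p = 0.258), and of 13 desaturase probe sets found by symbol 2 were higher and 3 lower (camera, adjusted p = 0.616), or 1 and 5 after quantile normalization or as deposited. Of each list 4 were called over time, against 31.7% of the 8677 probe sets with 1 gene symbol (Fisher's exact test, one-sided, adjusted p = 0.208 and 0.893). In chlorophyll synthesis, the cyclase subunit of locus AT3G56940 fell from 6152 ± 236 to 177 ± 69.8, and protochlorophyllide reductase LOC100804565 and the magnesium chelatase subunit of AT4G18480 fell, with log2 changes of -3.49 and -3.02. These 3 came from the study's own calls and were lower together in camera (adjusted p = 0.00135, 0.171 with an estimated correlation). Of 6 found by symbol, the magnesium chelatase subunit CHLH and protoporphyrinogen oxidase HEMG were lower and the others did not pass (camera, adjusted p = 0.264), and 4 were called over time (Fisher's exact test, adjusted p = 0.243). Of these 4, 2 lay in a cluster highest at 50 DAF and 2 in a cluster lowest there. From 45 to 50 DAF 2 of the 6 were higher and 2 lower. Of the GABA shunt, 2 glutamate decarboxylases, which make GABA, fell. LOC547724 fell by 2.13 on the log2 scale and LOC100796533 to a signal of 5.08, near the bottom of the range. They were the only members found, so enzymes that degrade GABA were not examined. No gibberellin synthesis gene could be identified.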

**Figure 4:**
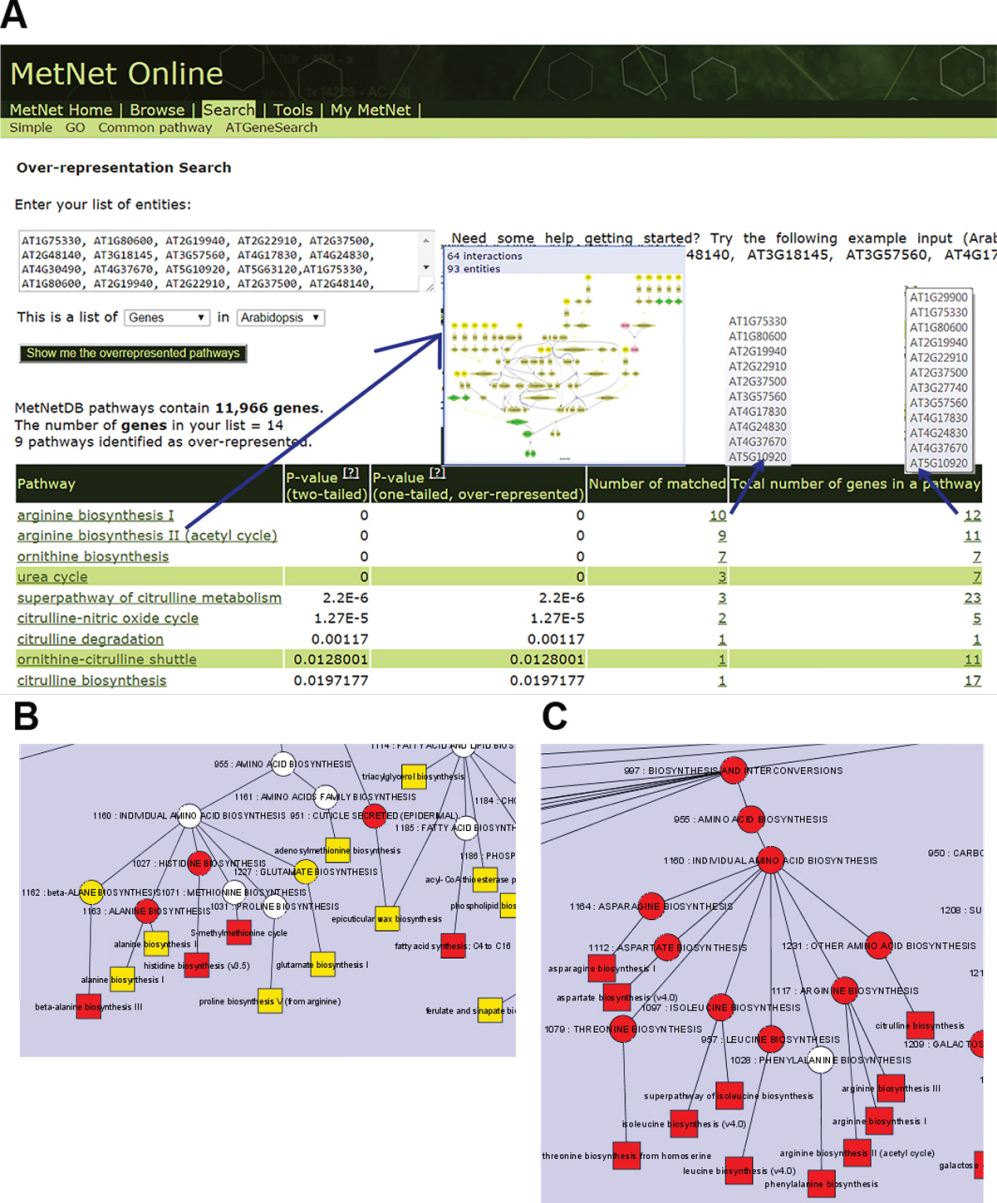
**Co-analysis of transcriptomic and metabolomic data of developing seeds**. **A**. Fisher exact test analysis of the differentially accumulated transcripts (p-value< 0.05) using MetNet showing pathways that are over-represented. Clicking on or mousing-over a pathway brings up the pathway map, and the lists of locus IDs involved in that pathway. **B**. MRPP test [61] analysis of transcriptomics data showing amino acid biosynthesis pathways that are differentially expressed across the developmental time course. **C**. MRPP test analysis of metabolomics data showing amino acid biosynthesis pathways that exhibiting significant changes in accumulation patters over the developmental time course. Oval: category of pathways; square: single pathway. Colors: q-value < 0.01, red; q-value < 0.05, orange.

Analysis of the genes from each cluster (Figure 3) shows that the pathways that most genes were involved in also belonged to one of the four groups mentioned above (Additional file 2: Table S2d); these pathways were predominantly related to the biosynthesis of carbohydrates, lipids, and amino acids. The "Over-representation Search" provided information about which pathways were over-represented in each cluster (Additional file 2: Table S2e). In particular, processes that are more enriched in particular clusters are: fatty acid beta-oxidation, jasmonic acid biosynthesis and valine and methionine degradation (Cluster T1); flavonoid synthesis, IAA signaling and lysine degradation (Cluster T2), linoleate synthesis and sorbitol degradation (Cluster T3), ricinoleate biosynthesis (Cluster T4), arginine biosynthesis, photosynthesis, glycolysis, ethylene signaling and sucrose degradation (Cluster T5), homoserine, threonine biosynthesis, glycolysis, pentose phosphate pathway, and the TCA cycle, GA and JA signaling, ammonia assimilation and glutamate degradation (Cluster T6), flavonoid biosynthesis, GA and ethylene signaling, and stress regulation (Cluster T7), and chlorophyll a biosynthesis (Cluster T8).

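Transcripts of 2 light-harvesting proteins fell while SGR1 and SGR2 of chlorophyll breakdown rose. CAB3, a chlorophyll a/b binding protein on chromosome 5 of Glycine_max_v4.0 from 32190147 to 32191209, fell from 50237 ± 6206 at 25 DAF to 1386 ± 436 at 50 DAF (SD, n = 2) at one probe set, and LOC547819, another light-harvesting protein, changed by -6.39 in log2 (limma, adjusted p = 1.61e-05). The 9 probe sets of the photosynthesis list, all from the study's own calls, were all lower and all lay in clusters lowest at 50 DAF (camera, adjusted p = 1.2e-09, 0.171 with an estimated correlation). Of 20 photosynthesis probe sets found by symbol regardless of those calls, 10 were lower, 1 of CAB3 was higher and the probe sets of the Rubisco activases RCA11, RCA14 and RCAALPHA did not pass (camera, 0.00112 and 0.343). The stay-green genes SGR1 and SGR2, which act in chlorophyll breakdown, rose from 286 ± 4.91 to 13577 ± 493 and from 368 ± 21.1 to 9155 ± 309, while the related SGR did not pass, though 1 of the 3 was lower as deposited (limma's camera over these 3 probe sets, adjusted p = 0.163). The pheophytinases AT5G13800 and LOC100797968 rose by 3.69 and 3.16, and all 4 probe sets of the chlorophyll degradation list, from the study's own calls, were higher (camera, 0.0032, 0.171 with an estimated correlation). In the pentose phosphate pathway, glucose-6-phosphate dehydrogenase G6PDH fell by 2.78 and the 6-phosphogluconate dehydrogenase of AT5G41670 by 0.98.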

### Statistical analyses of the transcriptomics and metabolomics data

After an initial examination of the transcriptomics data, we focused on the 2,451 transcripts with matched Arabidopsis genes (with better annotations and pathway information than the soybean locus IDs) that showed significant changes during seed development. Using these 2,451 genes as an initial gene list, we have queried MetNetDB to identify pathways that were over-represented in the overall list, and in each gene Cluster (T1-8) as above. Here we used two statistical calculations: a) multiresponse permutation procedure (MRPP) [61]; and b) Fisher's exact test [56]. The MRPP method has the power to find pathways/categories that display significantly non-constant patterns of accumulation over time and/or categories in which the correlation structure among genes/metabolites changes over time. The MRPP method tests if a group of genes/metabolites changed expression/accumulation significantly over the seed development time series. Pathway information in MetNetDB was used to identify those over-represented pathways that contained at least two members. In contrast to the MRPP analysis [61], the Fisher's exact test is used to find groups of transcripts/metabolites over-represented within significantly changed transcripts/metabolites.

Pathways analysis of transcriptomics data by MRPP identified 273 pathways whose joint expression distribution changed significantly during development at the level of q-value < 0.05 (Additional file 3: Table S3a1). The significantly changed pathways of amino acid biosynthesis are visualized by MetNet Plug-ins for Cytoscape http://www.metnetdb.org/MetNet_fcmodeler.htm (Figure 4B). The MetNet Plug-ins for Cytoscape http://www.cytoscape.org/ are a set of Java open-source programs for visualizing and analyzing biological networks [62]. Analyses of the complex data can be linked to an interactive metabolic network display as specified by the user. This software allows for the display of a metabolic network that can be closely coupled with the other data displays and analyses; e.g., clustering, visualization, literature text processing, and data from high-throughput experiments (transcriptomics, proteomics and metabolomics) can be displayed and modeled in the context of the network graphs.

The Fisher's exact tests require at least two Affymetrix probe sets be affiliated with a pathway or category. The Fisher's exact tests identified 23 pathways/categories that are significantly over-represented among the 2,869 transcripts (Additional file 3: Table S3a2). Both MRPP tests and Fisher's exact tests identified starch and flavonoid biosynthesis (Additional file 3: Tables S3a1 and S3a2).

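The isoflavone synthases IFS1 and IFS2 and the chalcone synthase CHS8 rose while the dihydroflavonol reductase DFR1 fell. IFS2, on chromosome 13 of Glycine_max_v4.0 from 28182456 to 28184534, rose from 4052 ± 414 at 25 DAF to 56503 ± 383 at 50 DAF (SD, n = 2) and IFS1 by 2.15 on the log2 scale. CHS8 rose at all 5 of its probe sets, from 486 ± 18.7 to 22720.3 ± 162 at the most abundant (limma, adjusted p = 2.33e-05). DFR1, which leads to anthocyanins and proanthocyanidins, fell from 1665 ± 408 to 80.8 ± 17.9. Most probe sets of CHS1 stayed at low signals, 1 was higher and 1 lower at 50 DAF, and the others did not pass. Of the 15 probe sets of this flavonoid list, 8 were higher and 2 lower, also when adjusted over the list alone (camera, adjusted p = 0.0123, 0.174 with an estimated correlation), and 9 were called over time (Fisher's exact test, one-sided, adjusted p = 0.0382). A wider list of 70 flavonoid and isoflavonoid probe sets, chosen by symbol, held 20 higher and 26 lower (camera, adjusted p = 0.587), and 36 were called over time (Fisher's exact test, adjusted p = 0.00504). The 15 probe sets of the first flavonoid list come from 5 genes and those of the starch lists from 2 genes each, which the test counts separately, and the starch lists gave 5 of 6 called for GBSSIa and the sucrose synthase SS and 4 of 4 for 2 beta-amylases (Fisher's exact test, adjusted p = 0.0327 for each). Without the variance trend no probe set was called over time, so that none of the lists was over-represented, whereas of the lists chosen first 4 were so, 1 without replicate 2 of 25 DAF or either array of 30 DAF, and 2 without replicate 1 of 25 DAF or any 1 array of 40 or 45 DAF.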

Gene categories defined using GO terms provided a rough idea of the results; i.e., all genes sharing any particular term were considered a category. However, not all GO terms yielded a gene category because we required that at least 2 Affymetrix probe sets be affiliated with a term before establishing a category. Both MRPP tests and Fisher's exact tests identified steroid and amino acid biosynthesis (Additional file 3: Tables S3b1-S3b6) in GO biological process.

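HMG-CoA reductase and a sterol desaturase rose, whereas a sterol methyltransferase fell. HMG-CoA reductase (locus AT1G76490), which makes mevalonate, rose at all 3 probe sets, from 211 ± 32.6 at 25 DAF to 4384 ± 404 at 50 DAF (SD, n = 2) at one and by 4.64 and 2.20 on the log2 scale at the others. The sterol C22 desaturase of AT2G34500 rose from 34.9 ± 30.6 to 1505 ± 190.3. LOC548073, a sterol methyltransferase of locus AT5G13710, fell from 6929 ± 332 to 1969 ± 211, and the 14-demethylase of AT1G11680 did not pass (-0.26, limma, adjusted p = 0.368). Of these 8 probe sets, all from the study's own calls, 6 were higher and 1 lower, also when adjusted over the list alone (camera, adjusted p = 0.0162, 0.171 with an estimated correlation and 0.0513 after quantile normalization), and 2 were lower after quantile normalization or as deposited. Glutamine synthetases, which assimilate ammonium, fell at LOC548082 (GS1beta1), from 2979 ± 477 to 665 ± 35.6 at the probe set with the highest signal, and at GS1GAMMA2, from 4319 ± 279 to 531 ± 20.2. LOC547953 (GS1beta2) did not pass at any of 3 probe sets of low signal. The asparagine synthetase AS2 was lower at 1 of 2 probe sets, where it ended at 4.96. The cytosolic glutamine synthetase GS1alpha, which rose, and GS1-GAMMA, which fell, are not among the 11 probe sets of the nitrogen assimilation list. Of those 11, 5 were lower and none higher, also when adjusted over the list alone, and camera gave an adjusted p of 0.0433, with 0.171 under an estimated correlation. Camera did not call this list after quantile normalization (adjusted p = 0.0969) or on the values as deposited (0.091), and 4 of the 11 were called over time (Fisher's exact test, adjusted p = 0.559).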

Pathways analysis of metabolomics data by MRPP tests (Additional file 3: Table S3c1) identified 45 pathways including amino acid biosynthesis (Figure 4C), sterol and hormone synthesis. Fisher's exact tests (Additional file 3: Table S3c2) analysis identified seven pathways enriched among metabolites with differential accumulation, including arginine and sterol biosynthesis.

Pathways analysis of transcriptomics and metabolomics data by MRPP tests (Additional file 3: Table S3d) identified sterol and starch pathways as significant, as well as phospholipid, glutamate, histidine, proline biosynthesis, sucrose and starch metabolism in photosynthetic tissue, and IAA biosynthesis. These analyses indicate that genes/metabolites involved in these pathways change significantly over the time.

### Exploration of transcription factor genes that may regulate expression of the transcripts

To identify transcription factors that were candidates as regulators of expression of genes in clusters T1-8, we conducted a promoter motif analysis on the promoter regions taken as 1000 bp upstream of the "ATG" translational start-codon of each soybean transcript, using the annotation from SoyBase [55]. Within each of the promoter-regions, we identified potential motifs that regulate transcription, and compared their distribution among the promoters of the genes of each of the eight transcriptomics clusters with the promoters of all soybean genes. Fisher's exact test was used to evaluate this comparison; motifs with p-value < 0.05 are detailed in Additional file 4: Table S4. These motifs predict transcription-factor binding motifs that may control the expression of each cluster. For example, promoters from Cluster T6 genes are enriched in JA signaling and response motifs (Additional file 2: Table S2d). Particularly, 111 genes within Cluster T6 (out of 400 total), contained the promoter motif "T/GBOXATPIN2" (Additional file 4: Table S4). This "T/G-box" motif was identified in the tomato proteinase inhibitor II (pin2) and leucine aminopeptidase (LAP) gene promoters, and was thought to be involved in the JA induction of these genes; moreover, bHLH-Leu zipper transcription factors, JAMYC2 and JAMYC10 specifically recognized this motif [63]. The jasmonate biosynthesis pathway was also over-represented in this cluster. Thus, a hypothesis that we could derive from this analysis is that member(s) of the bHLH-Leu class of transcription factors in soybean, analogous to JAMYC2 and JAMYC10 in tomato and Arabidopsis, have a significant role in regulating the expression of many genes found in Cluster T6.

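Allene oxide cyclase, which forms the jasmonate precursor OPDA, fell over the time course. AOC3 fell from 953 ± 154 at 25 DAF to 37.8 ± 14.3 at 50 DAF (SD, n = 2) at one probe set and by 4.02 at another (limma, adjusted p = 0.000346), and the allene oxide synthase AOS2 by 1.79. CYP74A1, another allene oxide synthase, rose from 1513 ± 187 to 2677 ± 33. The OPC-8:0 CoA ligase of locus AT1G20510, a later step and the only jasmonate gene found among the study's calls, rose from 854 ± 60.5 to 8417 ± 791. LOC100799314, a JAZ repressor of locus AT3G17860, fell by 1.34 on the log2 scale. Of 10 probe sets found by symbol, 7 were lower and 1 higher (camera, adjusted p = 0.00946, 0.334 with an estimated correlation), and none was higher after quantile normalization or as deposited. The count of lower probe sets was 3 without replicate 1 of 25 DAF and 4 without replicate 2. Of the 10, 3 were called over time (Fisher's exact test, one-sided, adjusted p = 0.893).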

### Metabolic flux changes during early seed development

Carbon regulation can be evaluated by analyzing the fluxes and the flux ratios of various branch points in the reaction network [64]. Comparing flux through metabolic pathways with metabolomic and transcriptomic data can provide a novel perspective into metabolic expression resulting from genetic programing. Metabolic flux has been evaluated in soybean seeds under a number of conditions, and in several genotypes [45,46,48]. Here we used Evans seeds to provide a parallel determination of flux, and compared with the metabolomics and transcriptomics data.

The flux of metabolites was determined in isolated cotyledons in medium containing ^13^C [45,46] (Additional file 5: Tables S5a and S5b). The flux represents the pathway dynamics in the cotyledons at the quasi-steady-state developmental stage of early seed fill (21-26 DAF). The metabolic flux map representing central carbon metabolism is visualized in Figure 5A. The metabolic reaction network in early seed-fill soybean cotyledons consists of parallel pathways of glycolysis and oxidative pentose phosphate pathway (oxPPP) in the cytosol and the plastid. Flux through the γ-aminobutyric acid (GABA) shunt was quite high, as was the flux through glycolysis, the TCA cycle, and oxPPP. The high flux through the GABA shunt may reflect the need to shuttle glutamine and α-ketoglutarate between mitochondria (where the TCA cycle is located), and the plastids (the site of glutamine assimilation). Our analyses of the transcriptomics and metabolomics data identified pathways that were significantly changed during seed development (Additional file 3: Table S3) among those pathways identified as having a high flux. For example, in the transcriptomics data the TCA cycle and glycolysis were over-represented by Fisher's Exact test, with representative genes of these pathways decreasing during seed development (Clusters T5 and T6), and the MRPP test indicated these processes were significantly changed. Similarly, levels of metabolites in the TCA cycle and that of glutamate were altered. 

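An aldolase, an enolase and a phosphoglucomutase fell, whereas a hexokinase rose. The fructose-bisphosphate aldolase of locus AT2G21330 fell from 13399 ± 148 at 25 DAF to 916 ± 80.8 at 50 DAF (SD, n = 2), and enolase LOC547752 from 17178 ± 1712 to 2629 ± 216 (limma, adjusted p = 7.74e-05). The phosphoglucomutase of AT1G23190, which links glycolysis with starch and sucrose, fell by 3.19 on the log2 scale and triosephosphate isomerase LOC100798459 by 2.40. The hexokinase of AT2G19860, which phosphorylates glucose, rose from 1635 ± 88.2 to 7962 ± 169, and another triosephosphate isomerase, LOC547761, did not pass (-0.02; limma, adjusted p = 0.93). With 4 lower and 1 higher of 6, all among the study's calls and the same when adjusted over the list alone, the glycolysis list was lower in camera (adjusted p = 0.0162, 0.171 with an estimated correlation). By symbol, 10 of 25 probe sets of glycolysis and sugar phosphates were lower and 0 higher, including G6PDH, GAPDH and the phosphoenolpyruvate carboxylase PEPC7 (0.0294 and 0.334). That count was 5 without replicate 1 and 6 without replicate 2 of 25 DAF, 6 without replicate 1 and 5 without replicate 2 of 50 DAF, and 6 without the variance trend. Over time 3 of the 25 were called (Fisher's exact test, one-sided, adjusted p = 1). For the TCA cycle, 2 probe sets of NAD-dependent isocitrate dehydrogenase (AT4G35260) were found, and one rose by 1.72 while the other fell by 1.49 on the log2 scale.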

The flux through non-oxidative reactions of the oxPPP catalyzed by the transketolase (*tkt*) and transaldolase (*tal*) enzymes was much greater in the plastid as compared to the comparable cytosolic reactions. *F16BPase*, a key reaction of gluconeogenesis, was also higher in the plastid than the cytosol. The relative flux rate through a number of amino acid biosynthetic pathways (e.g., serine, glycine and cysteine) was comparatively low at this stage of seed development; this may indicate that these amino acids are formed predominantly via interconversion from other intermediates.

**Figure 5:**
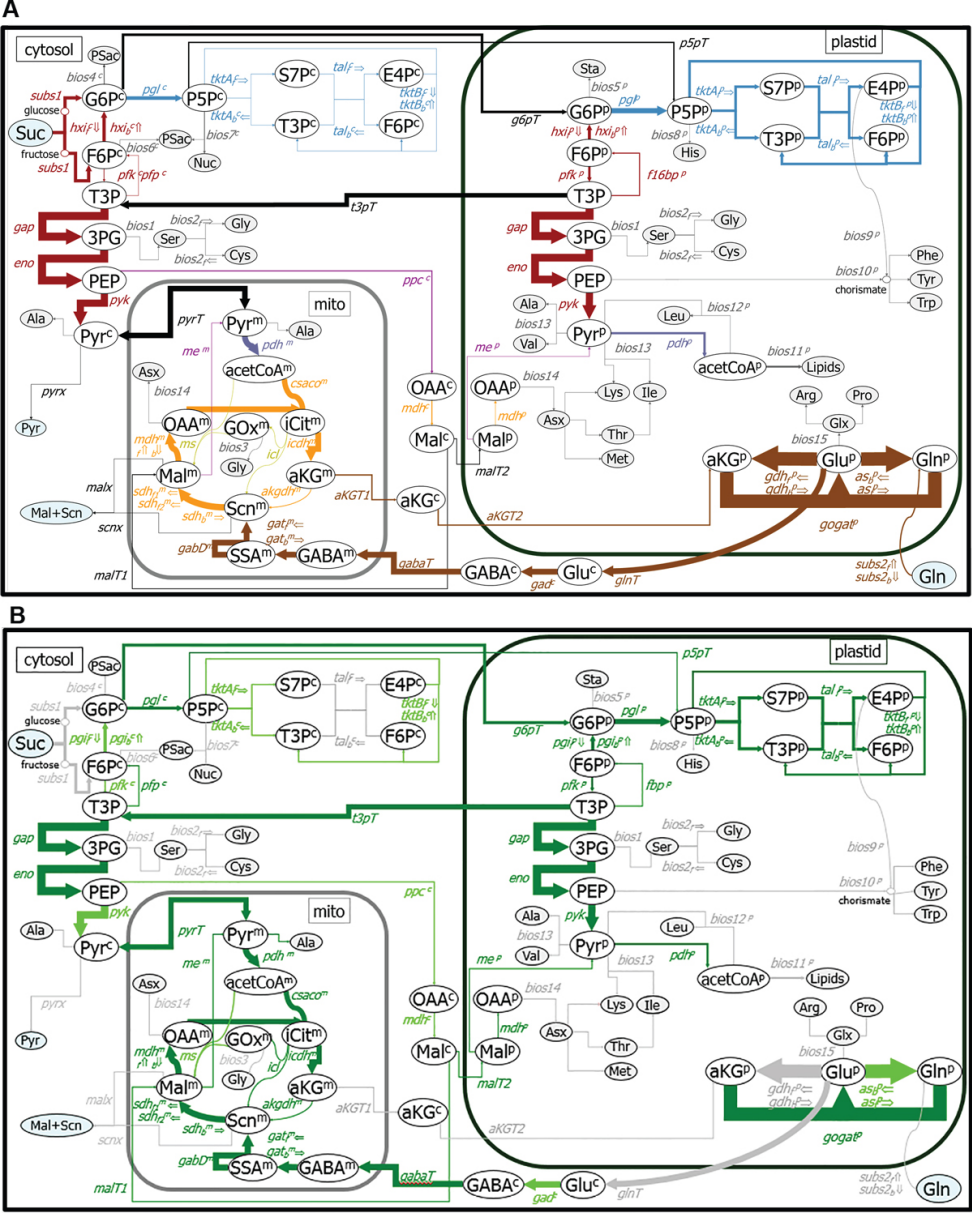
**Metabolic flux map of central carbon metabolism in cotyledons at early seed fill**. *Glycine max, var. Evans *plants were grown in a growth chamber. Seeds were harvested at 21 DAF and cultured in medium containing ^13^C-sucrose until 26 DAF. Widths of flux arrows are drawn in proportion to relative fluxes; arrow directions indicate net flux. Each flux is represented by the metabolic reaction, with a superscript indicating subcellular localization (if known): c, cytosol; p, plastid; and m, mitochondrion. Oval fill colors: intracellular metabolites (white); "sink" metabolites such as proteinogenic amino acids or polysaccharides (gray); metabolites absorbed from/discharged into the medium (blue). **A**. Metabolic flux map. Flux arrow and name colors: glycolysis and sucrose metabolism (dark red); pentose phosphate pathway (pale blue); TCA cycle (orange); pyruvate dehydrogenase (purple-gray); anaplerotic reactions (mauve); glyoxylate shunt (green yellow); glucose metabolism, GABA shunt and related transmembrane fluxes (brown); fluxes towards synthesis of biomass (gray); all other transmembrane fluxes (black). **B**. Integration of metabolic flux with transcriptomics data. Flux arrow and font colors: reactions that have transcript support for encoded proteins predicted to be in the same subcellular localization as the reaction (dark green); transcripts for encoded proteins of undetermined subcellular location (light green); no transcript identified from the soybean genome and/or and no transcript on the Affymetrix soybean genome chip, and/or multi-step reactions (grey).

In most cases, the conclusions from the metabolic flux data were supported by the transcriptomics data (shown as green-color arrows in Figure 5B). For enzymes that are present in multiple subcellular compartments (e.g., cytosol, plastid, and mitochondrion), conclusions were supported by the transcriptomics data with the appropriate subcellular located isozyme-coding transcripts matching the flux analyses. 

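At 25 DAF, the earliest time point profiled, signals of sugar metabolism ranged widely, and those found by symbol lay on both sides of the array median. The phosphoglucomutase of AT1G23190 gave 20698 ± 3546 (SD, n = 2), triosephosphate isomerase LOC547761 19210.4 ± 696 and the 6-phosphogluconate dehydrogenase of AT5G41670 32338 ± 362. The NAD-dependent isocitrate dehydrogenase of AT4G35260 gave 478 ± 31.4 at one probe set and 3925 ± 116 at the other. The glutamate decarboxylases LOC547724 and LOC100796533, which make GABA, gave 2371 ± 51.6 and 341 ± 156. All 6 probe sets of glycolysis taken from the study's calls lay above the median on both arrays, 4 of them above 8 times the median, with a list median of 48.9 times. Of 25 of glycolysis and sugar phosphates found by symbol, 16 lay above the median on both arrays and 9 below it. Of these 25, 5 lay above 8 times, and the list median was 3.852 times. Of all probe sets, 10.7% lay above 8 times the median on both arrays. A signal depends on the probes as well as on the transcript, so these levels do not rank genes, and they were set against the median after the comparisons over time had been seen.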

The transcript levels of many genes of the GABA shunt, TCA cycle and glycolysis accumulated at far above median level; these transcript levels often reflect their metabolomic flux rate levels. For example, the flux through glutamate synthase (GOGAT) was about 21-fold greater than the flux through xylulose-5-P/P translocator (p5pT). Following the same trend, the level of the transcript encoding GOGAT was about 30-fold higher than the level of the transcript encoding p5pT.

### Integration of metabolomics and transcriptomics data in metabolic networking

We integrated these complex datasets to interpret metabolic changes associated with seed composition, highlighting as examples, the metabolism of asparagine, starch, and fatty acids. The amino acid asparagine is the major form of nitrogen imported from the vegetative soybean plant by the developing embryo and interconverted to other amino acids to support protein synthesis; it is therefore considered to be important to protein content in mature seeds [60]. We evaluated this aspect of metabolism using PMR. Volcano plots comparing the metabolomics of seeds at 25 and 50 DAF indicate that free amino acids are more abundant in 25 DAF seeds (also reported for several amino acids in Collakova *et al *[21]), while sterols are greatly increased in 50 DAF seeds (Figure 6A). As indicated by Figure 2C, Asn was the most abundant free amino acid in the developing Evans seeds but decreased quickly after 30 DAF. Co-analysis of the metabolomics and transcriptomic data indicated that Asn concentration varied during seed development and that this pattern strongly correlated with one of the six transcripts computationally predicted to encode an asparaginase-like gene (soybean locus ID: Glyma05g07420; Figure 6B). These data lead us to predict that the Glyma05g07420 gene encodes the particular asparaginase enzyme that is associated with amino acid interconversion during seed fill.

**Figure 6:**
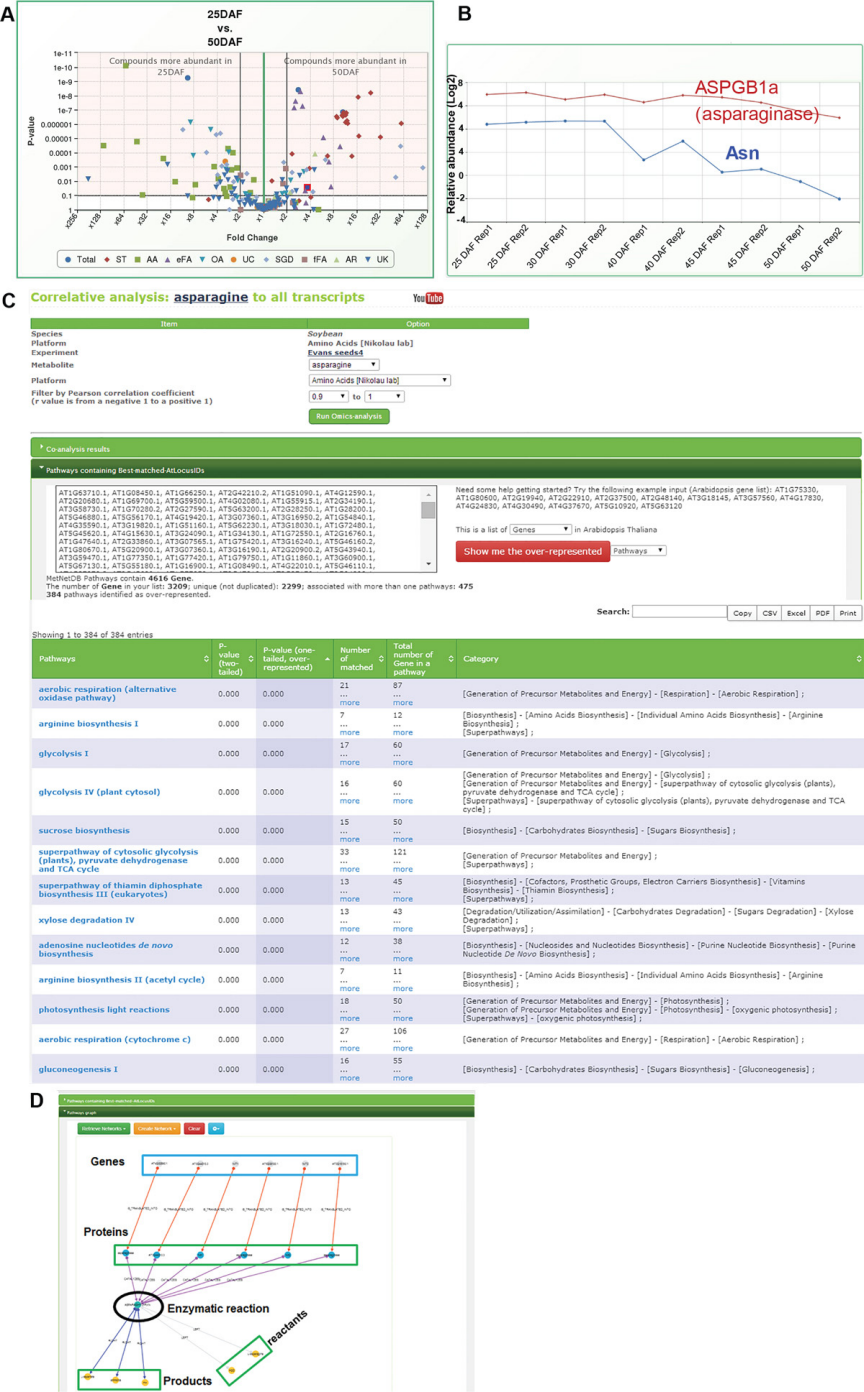
**Interactive analysis of metabolomics and transcriptomics data using PMR**. **A**. Volcano plot (p-value vs. fold change) comparison of metabolites in 25 DAF versus 50 DAF seeds in PMR http://metnetdb.org/PMR/. Clicking or mousing-over a metabolite brings up its annotation information. The data indicate that almost every amino acid is more abundant in 25 DAF seeds than 50 DAF seeds, while almost all sterols are more abundant in 50 DAF seeds than in 25 DAF seeds. **B**. Transcript Glyma05g07420.1 has a high correlation with asparagine accumulation during seed development (Pearson Correlation>0.86; p-value = 0.06). There are six genes in the soybean genome annotated as having sequence similarity to known asparaginase; of these, only Glyma05g07420.1 has an expression pattern similar to that of asparagine. These data indicate that Glyma05g07420.1 is a likely candidate for encoding the asparaginase activity associated with protein synthesis during seed fill. **C**. Other over-represented pathways in the set of genes that have a high correlation with asparagine accumulation. **D**. Asparaginase reaction in soybean visualized in PMR via Cytoscape [62].

Further scrutiny of the over-represented pathways of the gene list identified by co-analysis of Asn to all transcripts (Pearson correlation 0.9-1.0; p-value < 0.05) (Figure 6C) revealed pathways involved in biosynthesis, respiration, regulatory and signaling pathways, and catabolism, particularly asparagine biosynthesis, were also over-represented. Figure 6D showed a pathway-graph for asparagine degradation from the over-represented pathways list in PMR. Co-analysis of Asn to all metabolites (Pearson correlation 0.88-1.0; p-value < 0.05) revealed amino acids, as well as lipid (such as trans-butenedioic Acid), and oligosaccharide etc.

Figure 7 illustrates a MetaOmGraph visualization http://www.metnetdb.org/MetNet_MetaOmGraph.htm of the levels of the transcripts known or postulated to be in starch and fatty acid metabolism during soybean seed development. 

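GBSSIa, which makes the amylose of starch granules, fell from 10008 ± 3182 at 45 DAF to 789 ± 488 at 50 DAF (SD, n = 2) at its most abundant probe set (limma, log2 change -3.78, adjusted p = 0.000373). Its other 2 probe sets fell by 3.81 and 3.06. The beta-amylase LOC547684 (synonym BMY1) on chromosome 15 of Glycine_max_v4.0 from 7608688 to 7611548 rose from 2172 ± 1189 to 21091 ± 5667, and its other probe sets by 3.76 and 3.77. LOC547931, a second beta-amylase, fell from 48245 ± 10312 to 22200.3 ± 1119. The maltose transporter of locus AT5G17520, which exports a product of starch breakdown from the plastid, rose from 1067 ± 339.6 to 2761 ± 354. It comes from the study's own calls and was the only plastid transporter found. The decrease that the paper reports for transporters related to starch synthesis was thus not examined. The 3 probe sets of SS, a sucrose synthase, did not pass (0.01, -0.51 and 0.04). Of the 6 probe sets of starch synthesis 3 were thus lower and 0 higher, the same 3 when adjusted over the list alone (camera, adjusted p = 0.00647, 0.283 with an estimated correlation). Of 4 of starch degradation 3 were higher and 1 lower (camera, adjusted p = 0.0716, 0.0268 as deposited, but 0.283 with an estimated correlation on the centred values). Under the alternatives run, 2 to 4 of the 6 were lower, and 3 of the 4 were higher in each of them.

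**Figure D1:**
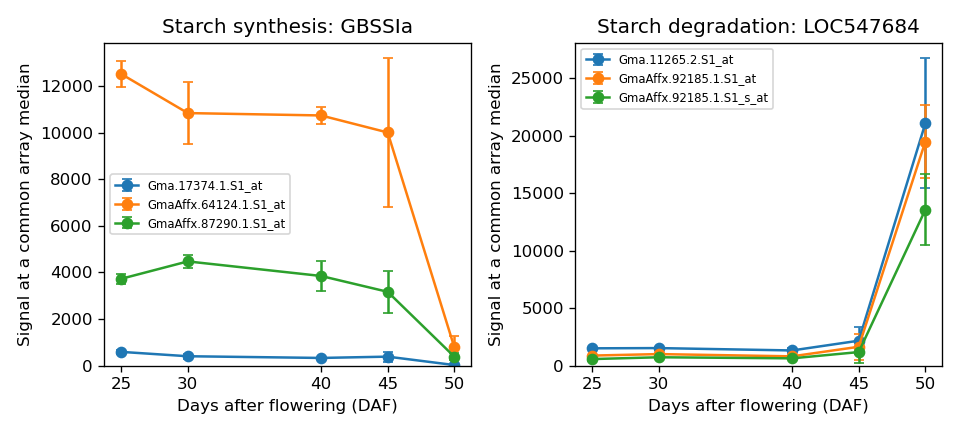
Signal, brought to a common array median, against days after flowering for the 3 probe sets of GBSSIa (left) and of LOC547684 (right). Points are means and bars SDs of 2 replicates, and probe sets of GBSSIa fall and those of LOC547684 rise between 45 and 50 DAF.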

Consistent with measured starch accumulation, which decreased rapidly after 45 DAF (Figure 1C and 1D), the levels of transcripts involved in starch synthesis and of those related transporters decreased after 45 DAF, while those involved in starch degradation had a rapid increase after 45 DAF. Expression of many postulated and known fatty acid metabolism genes was correlated with oil accumulation (Figure 1C and 1D). Oil increased steadily till 40 DAF, at which point oil content declined somewhat. A decrease in oil content at late seed maturation has also been reported previously in seeds of Arabidopsis and soybean [12,21]. 

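KASII-A, the ketoacyl-ACP synthase that extends palmitate to stearate, fell between 40 and 50 DAF from 4309.9 ± 77.8 to 1573 ± 29.8 (SD, n = 2) at one probe set and by 1.89 on the log2 scale at the other. ACCB-2 fell by 3.86 (limma, adjusted p = 0.000143) and the biotin carboxylase ACCC-3 by 1.35. FAT1, a thioesterase that releases saturated fatty acids, rose by 0.93 and 0.76. Of 13 probe sets of fatty acid synthesis found by symbol, 4 were thus lower and 2 higher (limma's camera, adjusted p = 0.165), and of 3 found among the study's calls 1 was lower, LOC548028 with -2.37 (camera, 0.304). After quantile normalization or on the values as deposited 6 of the 13 were lower and 0 higher, and 2 of the 3 were lower, and camera gave adjusted p of 0.0118 and 0.0477 for the 13, against 0.628 with an estimated correlation on the centred values. The acetyl-CoA carboxylase subunit ACCC-2 had fallen earlier, by 1.44 from 30 to 40 DAF. Over that earlier interval 1 of the 13 was lower, 4 when adjusted over the list alone (camera, adjusted p = 5.41e-05, 0.261 with an estimated correlation). Of the 3 among the study's calls 2 were lower, 3 over the list alone (camera, adjusted p = 8.25e-06, 0.109 with an estimated correlation). The acyl-CoA oxidase LOC100125585 (locus AT3G51840) rose from 2704 ± 212 at 45 DAF to 7868 ± 267 at 50 DAF (limma, adjusted p = 0.000621), and the multifunctional protein LOC100170754, the hydroxyacyl-CoA hydrolase LOC100170729 and the dehydrogenase LOC100170726 by 1.75, 1.28 and 1.92. The thiolase LOC100170734 did not pass when adjusted over all probe sets (1.27; limma, adjusted p = 0.0655). Of the 8 beta-oxidation probe sets, all among the study's calls, 7 were higher (8 when adjusted over the list alone; camera, 8.86e-05, 0.283 with an estimated correlation). MS, which was not taken from those calls, rose from 685 ± 785 to 12867 ± 3249, and of 4 probe sets of triacylglycerol breakdown and the glyoxylate cycle found by symbol 2 were higher (camera, adjusted p = 0.0727, 0.0349 after quantile normalization and 0.0417 as deposited, but 0.628 with an estimated correlation on the centred values). No fatty acid elongation gene could be identified. For the later part of development the paper proposes that seeds may prepare for the mobilization of stored oil at germination.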

The genes putatively involved in fatty acid synthesis and elongation decreased expression after 40 DAF, whereas genes involved in β-oxidation increased expression after 45 DAF. This may reflect, as has been shown for Arabidopsis [12], that during the later part of development, seeds prepare for the coming germination process when β-oxidation will be required to mobilize the stored oil reserves.

**Figure 7:**
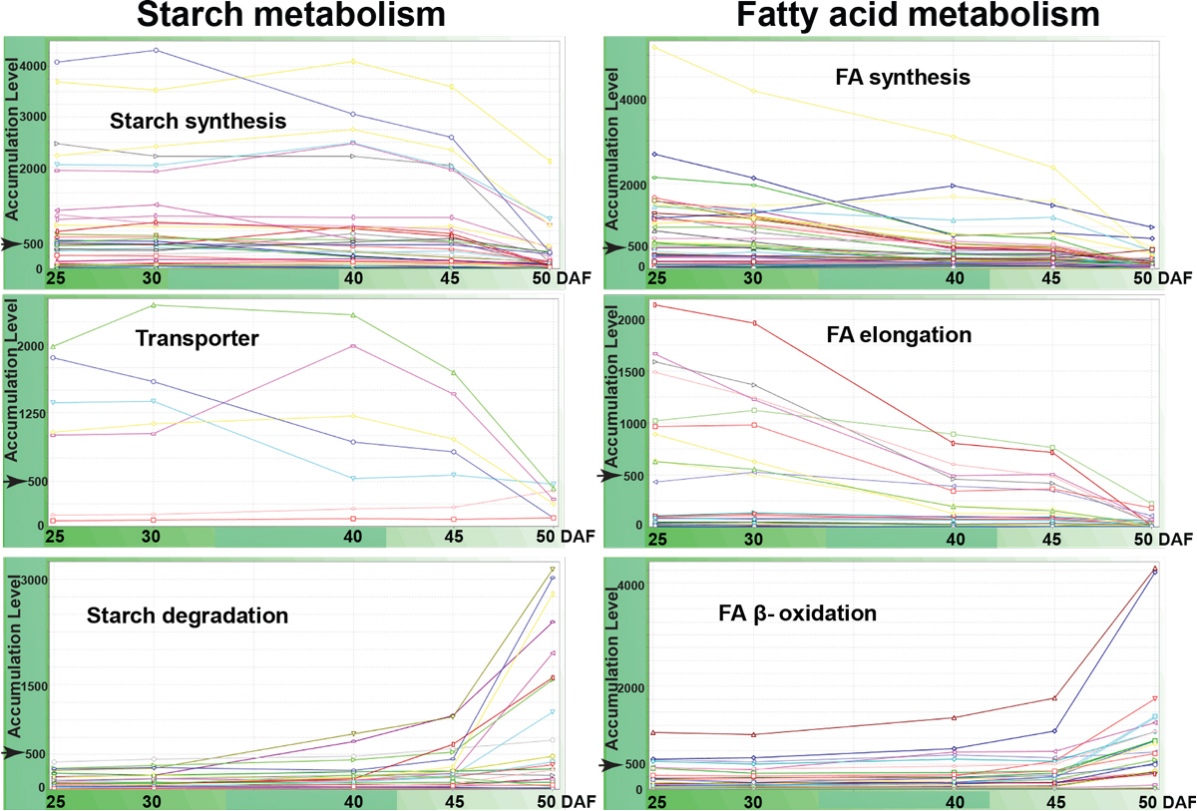
**Interactive bio-statistical integration of complex datasets reveal metabolic changes associated with seed composition**. Starch metabolism and fatty acid metabolism. The transcript levels for the genes in each pathway are visualized in MetaOmGraph http://www.metnetdb.org/MetNet_MetaOmGraph.htm. The data were normalized to a target signal intensity level of 500 for each chip.

## Conclusions

The global profiling of genome expression during seed development provides the basis to formulate testable hypotheses regarding the function of genes and ultimately to identify the genetic regulatory networks that determine the structure and composition of the mature seed. Here, we detail the metabolomic and transcriptomic profiles of developing seeds of *Glycine max*, *var*. *Evans*, from early seed fill to maturation and desiccation. Furthermore, we illustrate the utility of **P**lant/Eukaryotic and Microbial **M**etabolomics Systems **R**esource (PMR). In part because it is an NoSQL environment, PMR provides rapid co-analysis of correlations with associated statistical determinations even for big data. PMR thus enables life scientists to explore metabolomics, transcriptomics datasets and to develop and extract biologically informed hypotheses from the data.

Soybean seed filling follows a developmental program in which protein and oil reserves increase, while starch levels decrease during seed development. Overall, the data substantiate the dynamic nature of seed development. During early seed fill, metabolic flux was greatest through the GABA shunt, glycolysis, the TCA cycle, and oxPPP. This is reflected in the transcriptomic and metabolomic data collected during seed development, with changes in metabolites and transcript levels being consistent with the changes in flux through these pathways. Interactive analysis of the transcriptomics data led to the identification of a transcription factor class, bHLH-Leu, that we postulate may participate in regulating the expression pattern of a co-expressed cluster of genes enriched in JA signaling and response motifs during soybean seed fill.

Our analyses indicate that during seed development modulations in end-products of metabolism are affected by a small proportion of the soybean genome, and that the majority of gene transcripts showed a relatively constant level of expression. In contrast, although the metabolite profiling is not as comprehensive as the transcriptomic profiling, the levels of almost every detectable metabolite are modulated during seed development. These metabolites are primarily the intermediates of the final storage reserves (i.e., intermediates of starch metabolism, and phospholipid and amino acid biosynthesis), but also includes metabolites that are unrelated to the seed reserves (e.g., sterol metabolism). These findings suggest that the metabolome is more sensitive to the developmental program than is the transcriptome. This is probably indicative of the fact that as genetic information is expressed through the processes of transcription and translation, coupled with the catalytic properties of the proteome, subtle changes at the transcriptome level are amplified at the level of the metabolome.

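Of 13 probe sets of storage proteins and protease inhibitors, 1 was higher and 2 were lower at 50 than at 25 DAF, 1 and 6 after quantile normalization (limma's camera, adjusted p = 0.0515) and 1 and 4 as deposited. Many of their signals are high, where a rise is hard to measure, so not passing the test does not show a constant level. The largest signals on the arrays were 72942.8 to 108616 as deposited. The means that follow are instead brought to a common array median, which raises the 50 DAF signals. As deposited, array medians were 303.8 and 306.7 at 25 DAF and 220.8 and 222.8 at 50 DAF. Before that rescaling, CG-BETA-1 and KTI3 were lower at 50 than at 25 DAF. The beta-conglycinin CG-BETA-1 gave 64361 ± 3875 at 25 DAF and 74107 ± 2157 at 50 DAF (SD, n = 2) and the Kunitz trypsin inhibitor KTI3 65275 ± 13972 and 66034 ± 6239, while the glycinin GY3 fell from 38518 ± 5205 to 1565 ± 1161. The actin LOC100789000, a reference gene of locus AT5G09810, fell from 16695 ± 1329 to 4067 ± 45.7 (limma, adjusted p = 0.000127). It is among the study's own calls, so its fall is no independent evidence. Of all probe sets, 24% were called over time, and 43.9% differed between 25 and 50 DAF at an adjusted p under 0.05, 9238 higher and 7266 lower, 14323 of them by over 2-fold and 4374 by over 8-fold. The 16504 calls became 10961 without replicate 2 of 25 DAF, with 4554 lower. The share of unchanged probe sets estimated by Storey's method was 0.251 from the overall F-test and 0.336 for 50 against 25 DAF, both on median-centred values. It counts a change of any size and was not estimated under other scalings. The split depended on the scaling, with 56% of calls higher on median-centred values, 46.6% after quantile normalization and 38.8% on the values as deposited, whose median log2 changes were 0.169, 0.0395 and -0.292. Between 45 and 50 DAF 6994 were higher and 4749 lower, 59.6% higher on median-centred values, 39.8% after quantile normalization and 31.3% as deposited. These 11743 calls became 7722 without replicate 1 of 45 DAF, with 2957 lower, and 5646 without replicate 1 of 50 DAF, with 2738 higher and 2908 lower, and without replicate 2 of 50 DAF 4467 were higher.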

The combination of genetic resources, high-throughput experimental data and integrated bioinformatic analyses presented herein has enabled correlative-led depiction of complex programmed metabolic changes, which determine the composition of soybean seeds. The full transcriptomics and metabolomics data are freely available to researchers at PMR, http://www.metnetdb.org/pmr.

## Methods

### Plant growth and harvest

*Glycine max *variety *Evans *was grown in the field at the Bruner Research Farm near Ames, IA. Flowers at mid-plant nodes were tagged as they opened. Pods were harvested at 20, 25, 30, 35, 40, 45, and 50 DAF. Two replicate samples of three-seed pods were collected for each stage; 20 pods from five or six different plants were pooled for each replicate.

### Oil, protein, and starch determination

Oil was extracted from 100 mg freeze-dried tissue with 1 ml hexanes at 45°C for 60 min. The residue was pelleted by centrifugation at 5500 g for 10 min, and the extraction procedure was repeated four times. The pellet was retained for protein and starch analysis. The combined hexane-supernatants were pooled, dried at 60°C for 48 h. Soluble protein in the defatted pellet was precipitated 3 times in 1 ml of 240 g kg^-1 ^trichloroacetic acid and quantified by a Micro-Kjeldahl procedure [65]. Starch content was determined from 25 mg of the dried defatted pellet. Soluble sugars were removed by extracting the pellet with 4 treatments of 1 mL of 800 mL L^-1 ^ethanol heated at 60°C for 20 min, then centrifuged at 5500 g for 10 min. Starch in the final pellet was solubilized in water at 100°C and digested with amyloglucosidase according to Adams *et al *[66]. The liberated glucose was determined using a glucose oxidase technique [67] employing a microsample plate reader. Starch content was calculated as (mg glucose × 0.9).

### Plant material for transcriptomics and metabolomics

Pods were frozen immediately in *dry ice *and stored at -80°C until analysis. Frozen seeds were removed from the pods and selected visually for uniformity in size within each sample. The number of seeds extracted varied with seed development (7, 5, 4, 3, and 4 seeds were pooled at 25, 30, 40, 45, and 50 DAF, respectively).

### RNA and microarray analysis

RNA was extracted using the TRIzol RNA isolation protocol (Invitrogen Life Technologies, CA), and purified by Qiagen RNeasy Mini Kit (Qiagen, CA). Synthesis of labeled cRNAs, hybridization with Soybean Genome Arrays (Affymetrix, Santa Clara, CA), and scanning of the probe array were performed at the Iowa State University GeneChip Facility (Ames, IA). For data analysis, relative expression intensities were generated and normalized with Microarray Suite (MAS) 5.0 software (Affymetrix, CA) in the form of signal values. Global scaling (Affymetrix, CA) was used to normalize the data by adjusting the mean expression level of each chip to a value of 500.

The consensus sequences on the GeneChip® Soybean Genome Array downloaded from Affymetrix http://www.affymetrix.com/support were used to identify the Arabidopsis orthologs. The annotation is available in SoyBase http://soybase.org/AffyChip/AffychipAnnotation_Glyma1.1.txt?Submit=Submit.

### Soybean metabolomics

Four different analytical procedures were used to evaluate the relative abundance of metabolites in developing soybean seeds. Frozen seeds were initially pulverized into a powder while frozen in liquid N_2 _using a Freezer/Mill (SPEX SamplePrep, NJ). The powder was stored at -70°C until extraction.

Three of the four analytical procedures were targeted to specific class of metabolites (free amino acids, free fatty acids and phytosterols), the fourth was a non-targeted metabolite profiling procedure. A known weight of between 10 and 50 mg of pulverized soybean seeds were used in each analytical procedure. Details of each procedure are available at PMR http://www.metnetdb.org/pmr[37], as are the experimental data and metadata. We have previously used these methods to profile such metabolites in soybean [68], Arabidopsis [69-71], and *Hypericum spp *[72]. Combining the data from all these analytical platforms provided relative abundances of 338 analytes. Of these, 171 could be classified into seven chemically defined classes: free amino acids and amines (36 entities), aromatics (9 entities), esterified fatty acids (12 entities), free fatty acids (17 entities), organic acids (19 entities), sterols (30 entities), and sugars and derivatives (48 entities); an additional 167 analytes are chemically undefined (the eighth class of metabolites).

### Seed growth, harvest, and culture for metabolic flux analysis

The plants were gown, seeds were harvested, and cotyledons were cultured and analyzed as previously described [45]. Plants were grown in growth chambers under controlled conditions 27°C/20°C day/night, and 14-hour light. Pods were harvested 21 DAF. Four cotyledons (one from each seed) were isolated and cultured for six days. The medium was replaced after three days to ensure sucrose, the primary source of carbon to the cotyledons in planta, did not limit cotyledon growth *in vitro*. The flasks were shaken at 100 rpm, 26°C. Cotyledons were harvested after 6 days in culture for flux analyses. The absolute and relative metabolic fluxes were analyzed as described previously [45,46].

### Metabolic and transcriptomic data analysis

Metabolite accumulation levels were natural log transformed and median centered; similar data transformation was applied to Affymetrix signal values within each chip. These normalized log signals were analyzed separately for each metabolite/probe set using a linear model. Each linear model included fixed effects for replications and time points. As part of each linear model analysis, an overall F-test was conducted to scan for any change in mean accumulation/expression across the time points examined. The p-values from these F-tests were converted to q-values [59] to control FDR at specified levels.

### Cluster and over-representation analysis

K-medoids cluster analysis [73] was used to organize and visualize the accumulation patterns of the 273 metabolites that were above detection limits for at least one of the five time points during seed development. A similar analysis was also conducted for the 2,869 transcripts with q-values less than 0.01 in the overall F-test for change of expression over time. Euclidean distance between standardized accumulation/expression profiles was used to determine the dissimilarity between metabolites/genes when clustering. The number clusters were selected using the criterion described by Krzanowski and Lai [74], five for metabolites and eight for transcripts. The method of Nettleton *et al*. [61] and Fisher's exact test [56] were used to identify categories of genes/metabolites whose joint expression/accumulation distribution underwent changes during development. To determine over-representation of the transcripts and metabolites in the 351 pathways in MetNet and the transcripts in Gene Ontology categories, separate analyses for genes/metabolites were conducted for the pathways and for each of the three ontologies molecular function (1,053 categories), biological process (1,787 categories), and cellular component (381 categories).

### Systems bioinformatics analysis and data storage

MetNet systems biology tool suite http://www.metnetdb.org, http://metnetonline.org/index.php[49,50] for plant omics, and **P**lant/Eukaryotic and Microbial **M**etabolomics Systems **R**esource (PMR: http://www.metnetdb.org/pmr[37], were used for data deposition and statistical and interactive analyses of transcriptomics and metabolomics data. PMR currently contains multiple experiments from 26 species of plants and other organisms. Metabolomics or metabolomics/transcriptomics data can be submitted as private by any researcher for analysis; it is made public upon publication. PMR is platform-independent and species-independent. Because tens of thousands of data points are in each metabolomics/transcriptomics dataset, different researchers can explore diverse areas of metabolism and signal transduction within the same dataset. PMR stores metabolomics (and associated transcriptomics) data, evaluates data quality, compares metabolomes across biological samples, manages metadata, and co-analyzes metabolomics and transcriptomics data. Within PMR, metabolomics data can be compared across different biological samples by statistical analysis including t-test and principal components analysis. Computed values are stored graphically and presented using "volcano plots" [75]. PMR supports co-analysis of metabolomics and transcriptomics data from the same samples, allowing discovery of genes whose expression is associated with accumulation of specific metabolites; for co-analysis, correlation values is computed among metabolomics data, and between metabolomics and transcriptomics data.

TAIR 10 [76] identified 33,602 genes in *Arabidopsis thaliana*, with 41,671 gene models. The AraCyc-annotated database [77] consists of 521 pathways, with 3,325 enzymatic reactions, 8,846 individual proteins, 8,884 enzymes, and 2,614 metabolites. The original MetNetDB pathway database [49] was based on a traditional relational database management system (RDBMS). However, in order to traverse along a path in multiple pathways using a relational database, an RDBMS would suffer from the inefficiencies associated with multiple 'joining tables' which each may have >10,000 entities. To overcome this limitation of RDBMS, we employed the graph database, Neo4j [78,79], based on NoSQL to model the pathway database. Since the metabolic pathways and the chemical interactions can be represented into a directed graph, we established a graph-based MetNetDB, a web-based, computational frame-work that enables interactive visualization of metabolic and regulatory networks (Lee, Hur and Wurtele, unpublished). Networks can be retrieved as lists of such entities as genes, proteins, metabolites, and transcripts from the graph-based MetNetDB, and relationships among the entities can be represented as graphs. New features such as paths between two different entities (e.g., paths between a gene and a metabolite) can be obtained by applying graph theory. If a list of entities is too large to visualize, interpretable graph filters can be implemented to reduce the complexity and focus the list on the most likely pathways.

The *cis*-acting motifs in the gene promoters (1000 bp upstream of ATG) of the 2,869 transcripts in eight transcriptomics clusters, were evaluated using PLACE: A Database of Plant Cis-acting Regulatory DNA Elements http://www.dna.affrc.go.jp/PLACE/signalup.html.

### Availability of supporting data

The data sets supporting the results of this article are included within the article and its additional files. The metabolomics and transcriptomics dataset supporting the results of this article is available from PMR http://www.metnetdb.org/pmr; transcriptomics data are available online from the NCBI Gene Expression Omnibus http://www.ncbi.nlm.nih.gov/geo/ submission number GSE61350.

## List of abbreviations used

DAF, days after flowering; AA, amino acids and amines, AR, aromatics, eFA, esterified fatty acid, fFA, free fatty acid, OA, organic acid, SGD, sugars and derivatives (alcohols and acids), ST, sterols and tocopherols, UK, unclassified or unknown; Asn, asparagine; PMR, **P**lant/Eukaryotic and Microbial **M**etabolomics Systems **R**esource; MRPP, multiresponse permutation procedure; FDR, false discovery rate; RDBMS, relational database management system; GO, Gene Ontology; jasmonate, JA; GABA, γ-aminobutyric acid; oxPPP, oxidative pentose phosphate pathway.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

Conceived and designed the experiments: BJN, LL and ESW. Performed the experiments: LL, WZ, VI, MW, and CYD. Analyzed the data: ZS, DN, VI, JS, BJN, ESW and LL. Bioinformatics development: LL, ESW, MH, JL, ZA and NR. Contributed materials/analysis tools: MW. Wrote the paper: LL, BJN, and ESW. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Table S1**. Metabolites, shown in Figure 2 and Table 1 grouped into five clusters based on co-accumulation patterns across the five time points of soybean seed fill. Click here for file

Additional file 2 **Table S2**. Transcripts, shown in Figure 3, which exhibited significant variation and were grouped into eight clusters based on co-accumulation patterns across the five time points of soybean seed development. Click here for file

Additional file 3 **Table S3**. Statistical analyses of the transcripts and metabolites in the co-expression clusters based on pathway membership and Gene Ontology terms. Click here for file

Additional file 4 **Table S4**. Statistical analyses of the transcripts in the eight co-expression clusters, based on promoter motifs. Click here for file

Additional file 5 **Table S5**. Metabolic flux analyses. Click here for file

## Declarations

This article has been published as part of *BMC Genomics *Volume 16 Supplement 3, 2015: Selected articles from the 10th International Symposium on Bioinformatics Research and Applications (ISBRA-14): Genomics. The full contents of the supplement are available online at http://www.biomedcentral.com/bmcgenomics/supplements/16/S3.

How the deposited data were processed for this re-analysis (not part of the article)

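Transcript levels were measured in whole seeds of soybean variety Evans at 25, 30, 40, 45 and 50 DAF, in 2 biological replicates per time point, with 1 Affymetrix Soybean Genome Array per RNA sample. For the third time point the paper's Results text says 35 DAF, whereas its methods, figures and tables and the sample annotation use 40 DAF, which is used here. The intensity values were made by the authors with Microarray Suite 5.0 and are signals on a linear scale. The methods state global scaling of each chip to a set mean, whereas the means over the deposited probe sets, 1344.3 to 1425.5, lie above the stated one. The table holds 37593 soybean probe sets, with no detection calls and no probe sets of other organisms. As a check of the unit, the natural logarithm of the signals was centred on each array's median and averaged over the replicates. These means equalled those of the part of Table S2a at hand within 1e-05 for every transcript listed there, and the p-values of the F-test the methods describe equalled the listed ones within 1e-06. The number of arrays limits the precision.

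Signals were brought to log2 and centred on each array's median. A linear model with time point and replicate number as fixed effects was fitted with limma 3.58.1 in R 4.3.3, with moderated variances that follow a trend with signal (residual degrees of freedom 4, prior degrees of freedom 5.08). Differences over time were called by the overall F-test at a Benjamini-Hochberg adjusted p under 0.01, and differences between 2 time points at an adjusted p under 0.05. Probe sets called over time were grouped with cluster 2.1.8.1 by partitioning around medoids into 8 clusters on standardized time profiles, as in the study. Gene lists were compared with camera, with a preset correlation of 0.01 between genes, and over-representation among the calls was tested with Fisher's exact test against the probe sets with 1 gene symbol. For 50 against 25 DAF, the correlation estimated for nitrogen assimilation was 0.00213, below the preset, yet camera's adjusted p went from 0.0433 to 0.171. For jasmonate synthesis by symbol the estimate was -0.0373, and camera's adjusted p went from 0.00946 to 0.334. A loss with an estimated correlation thus does not by itself show that correlation between genes undoes a call. For display, signals were rescaled so that each array has a median of 309.9. Signals under 50 are treated as low. Replicate numbers were kept as a block as in the study, although the differences between replicates correlated only at -0.0336 to 0.0302 over the 10 pairs of time points.

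Genes were taken from the probe-to-gene table, which gives 1 symbol for 8677 probe sets, several for 370 and none for 28546. It gives no product names, and 1882 probe sets have an informative symbol or synonym. Of 32 gene lists, 17 had at least 3 members and were tested, 7 of them through symbols and 10 through the Arabidopsis loci of Table S2a. Those 10 hold only transcripts the study called, so their directions are no independent evidence and they were not tested for over-representation. A further 23 lists were made from symbols after the names had been seen and before the signals were analysed. Probe sets of 1 gene count separately.

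The model, the thresholds, the 32 lists, the rule for naming genes and the alternatives were set before the data were examined, apart from the mean values in Table S2a, which had been seen. The rule names the 10 largest rises and the 10 largest falls from 25 to 50 and from 45 to 50 DAF. It takes probe sets past the test, changed in the same direction in both replicate numbers, with an informative symbol and a higher-group signal at or above the array median. It also names the genes the study names and up to 4 members of each list by adjusted p. Members named for another reason, such as those that did not pass or moved against their list, were chosen after their values were seen, as were the levels at 25 DAF and the tallies of list members by cluster. Asparaginase, glutamate synthase, the xylulose-5-phosphate translocator and the MYC2-like factors were not analysed here, because neither table identifies a probe set for them.

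Alternatives were a model without the block, quantile normalization, the values as deposited without centring, prior variances without the trend (eBayes) or with robust estimates by statmod 1.5.0, a filter at the median signal, a pseudocount of 50, other thresholds, Storey q-values, the F-test of the methods, camera with an estimated correlation, fry, 1 probe set per gene, and each array left out in turn. The calls were also tested on simulated data with the spread of these arrays, in 37593 simulated probe sets for 45 against 50 DAF. Of 100 changed by a log2 of 3, 65 were called, all in the right direction, of 100 changed by 1, 1 was, and 8 unchanged ones were called. No others were changed, whereas 11743 were called between 45 and 50 DAF in the data, so the adjustment was stricter in the simulation. Each simulated probe set varied alike on all arrays, although the median SD was 0.4228 at 45 DAF and 0.264 at 50 DAF. These rates therefore do not describe the comparison in the data. Comparisons of groups of 2 arrays allow no test by other splits of the samples.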

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

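The groups below stand here because the paper does not report on them as groups, several of their members passed limma's test mostly in one direction, and camera with the preset correlation called them, whereas none was called with an estimated correlation. Lists with an estimate below the preset lost their calls too. The loss thus does not by itself show that correlation between genes undoes a call. This rule for listing groups was eased after a stricter one, which also asked for a call with the estimated correlation, had returned none. Of the tests below, those on a wrong label, on abundant transcripts, on a single scaling factor and on seed coat RNA were chosen only after the result was seen.

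Late embryogenesis abundant (LEA) proteins protect cells as seeds dry, and 20 of 21 probe sets were higher at 50 than at 25 DAF, the same 20 of 21 when adjusted over the list alone (camera, adjusted p = 2.97e-08, adjusted p = 0.191 with an estimated correlation). PM24 rose from 556 ± 46.9 to 85262 ± 5254 and PM39 from 587 ± 58.3 to 79527 ± 4961 (SD, n = 2), while 1 probe set of PM30 fell by 1.13 on the log2 scale. From 45 to 50 DAF 15 of the 21 were higher, 17 when adjusted over the list alone (camera, adjusted p = 0.000203, adjusted p = 0.391 with an estimated correlation), but only 2 were after quantile normalization, and 4, with 1 lower, as deposited (camera, adjusted p = 0.00368 and 0.000676). They were over-represented among the calls over time, with 14 of 21 (Fisher's exact test, one-sided, adjusted p = 0.00715). The wider group of seed maturation proteins, which holds most of these again, had 33 of 37 probe sets higher at 50 than at 25 DAF (camera, adjusted p = 5.51e-11, adjusted p = 0.343 with an estimated correlation) and 24 higher than at 45 DAF (camera, adjusted p = 8.97e-05, adjusted p = 0.628 with an estimated correlation), where after quantile normalization 2 were higher and 2 lower and as deposited 5 and 3, and 26 were called over time (Fisher's exact test, adjusted p = 3.57e-05). PM13 rose from 1118 ± 50.8 to 101550.5 ± 10726, and 1 probe set of PM23 fell by 0.96 on the log2 scale.

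GASA peptides, small cysteine-rich proteins named for their response to gibberellin, had 10 of 20 probe sets lower at 50 than at 45 DAF (camera, adjusted p = 3.18e-05, adjusted p = 0.423 with an estimated correlation) and 9 of 20 lower than at 25 DAF (camera, adjusted p = 0.00458, adjusted p = 0.334 with an estimated correlation). GASA12 stood at 37091 ± 2045 at 25 DAF, 32629 ± 7611 at 45 DAF and 243 ± 149 at 50 DAF, and GASA14 was higher at 50 than at 25 DAF at 2 of its 3 probe sets, though no GASA probe set was higher after quantile normalization or as deposited. Plasma membrane aquaporins, which carry water, were lower at 50 than at 25 DAF at 12 of 25 probe sets (camera, adjusted p = 0.00145, adjusted p = 0.334 with an estimated correlation). PIP2-8 fell from 19263 ± 1486 to 2431 ± 255, whereas PIP1-10 rose by 1.28 on the log2 scale. Over time 10 of the GASA and 11 of the aquaporin probe sets were called (Fisher's exact test, adjusted p = 0.243 and 0.276).

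Lipoxygenases, which oxidize linoleate and linolenate, were lower at 50 than at 25 DAF at 15 of 26 probe sets (camera, adjusted p = 2.49e-05, adjusted p = 0.334 with an estimated correlation). VLXB fell by 6.90 on the log2 scale, LOX2 fell from 70683 ± 13798 to 21932 ± 2002, and LOX3 and LOX1.1, with some of the highest signals of the list, did not pass. Many of the lipoxygenase signals at 50 DAF are low, and 5 were lower among probe sets at or above the median signal and 6 with 1 probe set per gene. From 30 to 40 DAF 6 of the 26 were lower, 14 when adjusted over the list alone (camera, adjusted p = 1.85e-10, 0.237 with an estimated correlation). From 45 to 50 DAF 4 were lower and 1 higher (camera, adjusted p = 0.386). NAC transcription factors were higher at 50 than at 25 DAF at 16 of 30 probe sets (camera, adjusted p = 0.00844, adjusted p = 0.537 with an estimated correlation), 9 with 1 probe set per gene. NAC2 rose from 1896 ± 235 to 36413 ± 1395, NAC27 by 5.37 and NAC3 by 5.81, while NAC6 fell by 6.15, the only one lower, against 2 lower after quantile normalization and 4 as deposited. Over time 14 of the lipoxygenase and 15 of the NAC probe sets were called (Fisher's exact test, adjusted p = 0.118 and 0.158).

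The 2 arrays of 45 DAF differed more than other replicates, with a correlation of 0.8804. Replicate 1 correlated with the 40 DAF arrays at 0.9161 and 0.9267, close to the 0.9207 between those arrays, and with the 50 DAF arrays at 0.7655 and 0.7738. A wrong label of replicate 1 was not tested. Replicate 2 correlated with the 40 DAF arrays at 0.8922 and 0.8962 and, less, with the 50 DAF arrays at 0.856 and 0.8658. The highest of the latter lies below the 0.9188 between the 50 DAF arrays, which argues against an array of 50 DAF seeds with a wrong label. RNA of 50 DAF seeds mixed into replicate 2 would place rising and falling probe sets at like shares of the way from replicate 1 to 50 DAF, but the medians were 0.219 for 616 rising and 0.59 for 635 falling ones, a difference of 0.37 (bootstrap interval 0.349 to 0.396), if signal is linear in RNA. Of the probe sets that change by over 8-fold from 40 to 50 DAF, 96.1% lay on the 50 DAF side in replicate 2, so a candidate explanation is that its seeds were further along the same program, while RNA quality and other technical causes were not tested.

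At 50 DAF the array medians were lower than at earlier ages, and the split of higher and lower probe sets turned with the centring. A few abundant transcripts taking a larger share of the scaled signal are argued against, since the top 1% of probe sets held 25.3% of the summed signal at 50 DAF, within the 23.06 to 27.88 of the 8 earlier arrays. A single scaling factor per array as the whole cause is argued against too, since an upper quantile of log2 signal rose by 0.1644 and the lower quartile changed by -0.6587 at 50 DAF, a gap of 0.823 against a range of 0.3416 between earlier arrays. What stays open is a larger share for a wider set of abundant transcripts, since the upper quantile was higher on both 50 DAF arrays than on all earlier ones (12.54 and 12.57 against 12.35 to 12.45), a difference of the maturing seed itself, with a larger share of probe sets under a signal of 50 (25% and 26.48% against 17.42% to 20.28%), and a technical difference of these 2 arrays, which share their age. None of these was tested.

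Seed coat transcripts, among them SCB1, LAR1 and Ep, were lower at 50 than at 25 DAF, as were others. A smaller share of seed coat RNA in the whole seed would lower markers of that tissue alike over the same interval. From 25 to 50 DAF SCB1 changed by -8 and LAR1 by -7.1 on the log2 scale, but the seed coat peroxidase Ep by only -0.953, so that the smaller of the 2 differences from Ep was -6.15 with a standard error of 1.11 (-2.76 with 0.58 after adding 50 to the signals), which argues against it as the whole cause for these 3 markers. These markers and this interval were chosen after their values were seen, in place of an earlier comparison of SCB1 with HPS that was dropped because HPS protein is known to be made in the pod. Markers picked in this way do not test a smaller share of seed coat RNA for other transcripts. Changes of single genes within the seed coat stay open, and no other tissue was measured.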

How the results depend on the processing

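With 2 arrays per time point, a time point from which 1 array is left out holds a lone sample, which is assumed to vary like the other groups. For counts that moved by over 1.5 times the cause was not tested. Without the trend of prior variance with signal, limma called 0 over time (8713 at an unadjusted p under 0.01), against 9009, 0 from 30 to 40 DAF (4762 at an unadjusted p under 0.05), against 436, and 0 from 25 to 30 DAF (1308), against 4. With no calls over time, 0 lists were over-represented, against 4, and 0 probe sets were counted as highest or lowest at 50 DAF, against 8603. The F-test of the methods with Storey q gave 2132 over time, an adjusted p under 0.05 gave 14594 and Storey q of the moderated test 13706. Of the probe sets called by the methods' test 2025 were highest or lowest at 50 DAF (temporal clusters). At an adjusted p under 0.01, 6262 instead of 11743 were called from 45 to 50 DAF, 8612 instead of 13805 from 40 to 50, 48 from 30 to 40 and 1 from 25 to 30. Leaving the replicate block out gave 667 from 30 to 40 DAF, and 10211 over time, and adding 50 to each signal gave 828 from 30 to 40. Quantile normalization gave 3743 higher from 45 to 50 DAF instead of 6994 and 5375 from 40 to 50 instead of 8077, with 5658 lower instead of 4749 and 6994 instead of 5728, and the values as deposited 3577 and 4704 higher, with 7845 and 9348 lower, so that lower probe sets outnumber higher ones under both. Under either, 2 instead of 1 of the fatty acid synthesis probe sets found by locus were lower at 50 than at 40 DAF. Of 17 lists, camera called 8 for 50 against 45 DAF, 4 with only probe sets at or above the median signal, 0 with an estimated correlation, and fry called 13. With single arrays left out, the counts ranged from 1613 to 12298 over time (5168 and 4699 without replicate 1 and 2 of 25 DAF, 5863 without replicate 2 of 30 DAF, 1613 and 2802 without replicate 1 and 2 of 50 DAF) and from 1499 to 11471 for those highest or lowest at 50 DAF. They ranged from 10961 (without replicate 2 of 25 DAF) to 18051 for 50 against 25 DAF, with 4554 to 8070 lower. For 50 against 45 DAF they ranged from 5646 (without replicate 1 of 50 DAF, with 7722 without replicate 1 of 45 DAF) to 13193, with 2738 to 7624 higher and 2908 to 5569 lower. For 50 against 40 DAF they ranged from 8095 (without replicate 2 of 40 DAF, with 9126 without its replicate 1 and 8241 without replicate 1 of 50 DAF) to 15782, with 4361 to 9124 higher and 3175 to 6688 lower. They ranged from 0 to 1194 (without replicate 1 of 45 DAF) for 45 against 40 DAF (limma, 0 with all arrays, 1096 at an unadjusted p under 0.05), from 0 (without replicate 2 of 40 DAF) to 2447 (without either array of 45 DAF) for 40 against 30 DAF, and from 0 to 4 for 30 against 25 DAF. From 1 to 4 lists were over-represented and 6 to 9 lists called. Of 40 named changes, all stayed past the test without the block, after quantile normalization, as deposited and with 50 added, and none reversed. Without the trend 5 were lost, with robust variances 2, without replicate 1 of 50 DAF 7, without its replicate 2 3, without replicate 1 of 45 DAF 2 and without replicate 2 of 25 DAF 1. Those lost somewhere are WRKY36 from 25 to 50 DAF and GLYI-19, WRKY6, GSTU62, GS1alpha, WRKY53 and HSP90A1 from 45 to 50 DAF. The higher counts of starch degradation and beta-oxidation and the lower counts of starch synthesis and of fatty acid synthesis by symbol stayed within 1.5 times under all their alternatives. A filter against probe sets of other organisms was not run, since the table holds none, and none of the alternatives for asparaginase was run.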

Differences from the paper's values

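At the unadjusted p the paper states, its count of probe sets that vary among time points is the paper's 6389 against 12546 in the moderated overall F-test. Of the alternatives set before the data were examined, 8713 without the variance trend, 9530 among probe sets at or above the median signal, 7771 and 8862 without replicate 1 or 2 of 50 DAF, and 6389 with the F-test of the methods come within 1.5 times of it. Without the block (13439), after quantile normalization (11528), as deposited (12638), with robust variances (12757), with 50 added (13271) and without any other array (10005 to 14926) they do not.

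At the level of 0.01 the paper's count by q-value is 2869, against 9009 by adjusted p of the moderated F-test. Of the alternatives set before the data were examined, 2132 with the F-test of the methods and Storey q, and 2802 without replicate 2 of 50 DAF come within 1.5 times of it. Without the block (10211), after quantile normalization (7193), as deposited (8900), without the variance trend (0, with 8713 at an unadjusted p under 0.01), with robust variances (9273), with the filter (7997), with 50 added (9886), without any other array (1613 to 12298), at an adjusted p under 0.05 (14594) and with Storey q of the moderated test (13706) they do not. The largest of 8 clusters holds the paper's 637 in its supplement and 2004 here. Clusters of the calls by the methods' F-test give 462, within 1.5 times, and quantile normalization gives 1899, which is not.

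The paper states that fatty acid synthesis and elongation transcripts decreased after 40 DAF. Of 13 probe sets found by symbol 4 were lower at 50 than at 40 DAF, 2 were higher and the others did not pass, and of 3 found by locus 1 was lower. After quantile normalization or as deposited 6 of the 13 and 2 of the 3 were lower. Of the members lower here, ACCB-2 changed by -3.86 and LOC548028 by -2.37 on the log2 scale. Before that, from 30 to 40 DAF, camera called both lists lower (adjusted p = 5.41e-05 by symbol and 8.25e-06 by locus). With an estimated correlation it called neither (adjusted p = 0.261 and 0.109). The paper states that representative TCA cycle and glycolysis genes decreased. Of 2 probe sets of isocitrate dehydrogenase of AT4G35260 1 was higher and 1 lower at 50 than at 25 DAF, whereas of 6 of glycolysis 4 were lower and 1 was higher. Both lists hold only transcripts the study called, and the first covers a single enzyme. By symbol, 10 of 25 probe sets of glycolysis and sugar phosphates were lower and 0 higher (camera, adjusted p = 0.0294, 0.334 with an estimated correlation).

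The paper reports linoleate synthesis, chlorophyllide synthesis and glycolysis as over-represented among its calls, and jasmonate synthesis and ammonia assimilation within single clusters. Fisher's exact test gave adjusted p of 0.208 for desaturation, 0.243 for chlorophyll synthesis, 0.559 for nitrogen assimilation and 0.893 for jasmonate synthesis. For glycolysis and sugar phosphates by symbol it gave 1. That list also holds genes outside glycolysis, among them G6PDH and PEPC7, so glycolysis alone was not tested. Lists, calls and background differ from the paper's, and no test was made within a cluster. The flavonoid list was over-represented (0.0382), as in the paper, but its 15 probe sets come from 5 genes and 5 of them from CHS8, which the test counts separately, and with 1 array left out 1 to 4 instead of 4 lists were over-represented. The starch synthesis list was over-represented too (0.0327), but it holds 3 probe sets of GBSSIa and 3 of the sucrose synthase SS and so does not test starch synthesis as a pathway. The paper concludes that most transcripts stayed relatively constant. By calls, 24% differed over time. The share of unchanged probe sets that Storey's method estimates is 0.251, or 0.241 from the F-test of the methods, both on median-centred values. This share counts a change of any size and was not estimated under other scalings. It therefore cannot be set directly against a relatively constant level.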

Other observations

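The small heat shock proteins HSP17.5-E and HSP23.9, of a family that keeps other proteins from aggregating, were higher at 50 than at 25 DAF and HSP90-1 was lower. HSP17.5-E rose from 124 ± 18.7 at 25 DAF to 8701 ± 816 at 50 DAF (SD, n = 2; limma, adjusted p = 0.000239), HSP23.9 rose at 3 of 4 probe sets, by 4.00 on the log2 scale at one, HSP90-1 fell at 6 of 7 and HSP90A1 rose at 1 of 3. From 45 to 50 DAF 9 of 18 heat shock probe sets were higher (5 after quantile normalization) and 1 lower, and HSP90-1 rose at 1 probe set and fell at 1. Of 18 heat shock probe sets 7 were higher and 6 lower than at 25 DAF (camera, adjusted p = 0.775), with 4 higher after quantile normalization, 3 higher without the variance trend or with robust variances, 4 and 2 without replicate 1 and 2 of 25 DAF, 2 without replicate 1 of 50 DAF and 4 with 1 probe set per gene. LOC100500475, a small heat shock protein of locus AT5G59720, rose to 55730.5 ± 4089. Glutathione transferases, which detoxify by conjugation, were higher at 16 and lower at 5 of 42 (camera, adjusted p = 0.117), with GST24 rising from 1121 ± 247 to 38829 ± 1328 and GSTU28 falling by 3.00. Genes named in this part outside the rule for naming were chosen after their values were seen.

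Oil body proteins and an enzyme of triacylglycerol synthesis rose, with all 3 probe sets higher at 50 than at 25 DAF (camera, adjusted p = 0.00366, adjusted p = 0.171 with an estimated correlation). The oleosin of AT3G01570 rose from 23321 ± 4802 to 69281 ± 4013 and the acyltransferase DGAT1A by 2.64 on the log2 scale. Autophagy, which degrades cell contents, had 3 of 3 higher (camera, adjusted p = 0.00681, adjusted p = 0.171 with an estimated correlation), among them an ATG8 protein of AT4G16520 with 3189.5 ± 44.1 and 18131 ± 2566. From 45 to 50 DAF 3 of 3 autophagy probe sets were higher (camera, adjusted p = 0.0377, adjusted p = 0.283 with an estimated correlation), but only 1 was higher after quantile normalization or as deposited, where camera gave 0.275 and 0.09. Of 3 probe sets of abscisic acid response, the protein phosphatases of AT5G59220 and AT1G07430 rose by 5.56 and 2.39, and the embryo regulator of the NF-YB family at AT5G47670 fell from 16875 ± 2722 to 190.1 ± 36.2 (camera, adjusted p = 0.498). These 3 groups hold only transcripts the study called. Of 4 probe sets of triacylglycerol breakdown and the glyoxylate cycle found by symbol 3 were higher (camera, adjusted p = 0.0203, adjusted p = 0.398 with an estimated correlation), and 3 were called over time (Fisher's exact test, adjusted p = 0.247).

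Storage proteins and protease inhibitors as a group found by symbol were higher at 6 and lower at 5 of 27 (camera, adjusted p = 0.616), and the shorter list of 13 gave 0.605 with 1 higher and 2 lower, or 1 and 1 when adjusted over the list alone. By symbol the counts were 5 and 13 after quantile normalization (camera, adjusted p = 0.0571) and 5 and 9 as deposited, and for 50 against 45 DAF camera gave 0.0052 after quantile normalization, with 11 lower, against 0.29 with 4 lower and 0.764 with an estimated correlation, both on the centred values. BG7S-2, a basic 7S globulin, rose from 1636 ± 857 to 81508 ± 4769, and the trypsin inhibitor KTI-3 fell from 13253 ± 85.2 to 673 ± 258. Of 17 probe sets of sugar transport and sucrose cleavage 5 were higher, 3 after quantile normalization or as deposited, and 8 lower (camera, adjusted p = 0.329), with SWEET24 falling from 23471 ± 2597 to 2598 ± 219 and SWEET31 rising by 4.64 on the log2 scale. Of 15 of phytate synthesis 3 were higher and 4 lower (camera, adjusted p = 0.608), MIPS did not pass, and MIPS4 ended at 13.9 ± 14.5. Of 5 genes of the seed coat list 4 were lower, among them HPS, whose protein is known to be made in the pod (camera, adjusted p = 0.00391, adjusted p = 0.334 with an estimated correlation), and ANR1 did not pass.

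Among transcription factors, MYB probe sets were higher at 36 and lower at 16 of 102 (camera, adjusted p = 0.214), WRKY at 21 and 9 of 103 (camera, adjusted p = 0.329) and bZIP at 23 and 23 of 89 (camera, adjusted p = 0.946), and camera called none of these families after quantile normalization or as deposited. As deposited WRKY had 17 higher and 16 lower, bZIP 18 and 26 and MYB 28 and 18. MYB92 rose from 195 ± 12.5 to 16685 ± 570.2, and MYB172 ended at 3.38 ± 1.81. EBP, an ethylene response factor, stood at 5545 ± 1336 at 25 DAF, 377 ± 141 at 45 DAF and 19249 ± 1596 at 50 DAF, and the ferritin SFERH-2 at 15064 ± 3788, 16195 ± 6938 and 232 ± 37.2. The histone H2A of AT1G51060 rose by 1.85 on the log2 scale from 25 to 50 DAF. Fisher's exact test over time gave adjusted p of 0.907 for MYB, 1 for WRKY, 0.919 for bZIP, 0.953 for heat shock proteins, 0.276 for glutathione transferases, 0.893 for storage proteins by symbol, 0.95 for the shorter list, 0.276 for sugar transport, 0.907 for phytate synthesis, 0.172 for seed coat genes, 0.461 for photosynthesis by symbol, 0.42 for chlorophyll degradation by symbol and 0.243 for fatty acid synthesis by symbol.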
